# A simple and robust method for isolating and analyzing chromatin-bound RNAs in Arabidopsis

**DOI:** 10.1186/s13007-022-00967-y

**Published:** 2022-12-12

**Authors:** Qiqi Zhang, Fengli Zhao, Zhe Wu, Danling Zhu

**Keywords:** Chromatin-bound RNAs (CB-RNAs), Transcription regulation, Co-transcriptional splicing (CTS), *Arabidopsis thaliana*

## Abstract

**Background:**

Chromatin-bound RNAs are the primary product of transcription that undergo on-chromatin processing such as capping, splicing, and polyadenylation. These processing steps then determine the fate of RNAs. Albeit its vital importance, a simple and robust method for isolating different fractions of chromatin-bound RNAs is missing in plants.

**Result:**

Here, we describe our updated method and the associated step-by-step protocol for chromatin-bound RNAs isolation in *A. thaliana*. The chromatin-bound RNAs isolation is based on the 1 M UREA wash that removes the majority of non-chromatin-associated proteins from the nucleus, as previously developed in mammalian cells. On-demand, the isolated chromatin-bound RNAs can be either used directly for gene-specific analysis or subject to further rRNA removal and also the optional polyadenylated RNA removal, followed by high-throughput sequencing. Detailed protocols for these procedures are also provided. Comparison of sequencing results of chromatin-bound RNAs with and without polyadenylated RNA removal revealed that a small fraction of CB-RNAs is polyadenylated but not yet fully spliced, representing RNA-processing intermediate on-chromatin.

**Conclusion:**

This optimized chromatin-bound RNAs purification method is simple and robust and can be used to study transcription and its-coupled RNA processing in plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13007-022-00967-y.

## Background

As sessile organisms, plants perceive the fluctuant environmental stimuli and adjust their internal gene expression constantly to be able to adapt to the local conditions. To a certain extent, plants’ phenotypic plasticity is determined at the transcriptional level. However, transcription is a rather dynamic process; the steady-state RNA levels are an outcome of transcription initiation, productive elongation, and termination, followed by RNA processing and decay. Although conventional mRNA-seq provided a robust way to convey transcription control, it is only by directly tracking newly synthesized RNA that the instant changes in plant responses to developmental, environmental stimuli, and disease can be revealed.

Over the past decades, a series of high-throughput sequencing methods have been developed for investigating nascent RNA molecules from the pool of cellular RNA [1]. According to the different strategies used for the enrichment of nascent RNA, those methods can be classified as CB-RNA-seq (Chromatin-Bound RNA-seq), which involves the extraction of chromatin-associated RNAs by rigorous urea wash steps [2–6]; NET-seq (Native Elongating Transcript sequencing), which isolates the Pol II-associated RNAs and requires immunoprecipitation of Pol II [7, 8]; GRO-seq (Globe nuclear Run-On sequencing), which can capture the RNAs from elongation competent Pol II complex by performing a run-on with isolated nuclei [9, 10]; TT-seq (Transient Transcriptome sequencing) that involves a brief exposure of cells to the nucleoside analog 4-thiouridine (4sU), and enables the mapping of transcription active region and the estimation of RNA synthesis and degradation [11]. The techniques mentioned above were used to answer questions about transcriptional regulation on the nascent RNA level, and each has its strength and limitation. Notably, despite the widespread nascent RNA-related research in other model systems, research based on nascent RNA in plants was just emerging owing to technical difficulties.

Since 2015, the GRO-seq method has been modified and adapted to profile the nascent transcripts from Pol II and Pol V in different plant species [12–15]. Pol II dynamics in Arabidopsis seedlings were also comprehensively studied by pNET-seq, a method that employs immunoprecipitation with different antibodies targeting Pol II isoforms with different CTD phosphorylation [15]. It was shown that Pol II with different phosphorylated CTD gave distinct association patterns [15]. By plaNET-seq, a NET-seq method that employs immunoprecipitation of total Pol II from a transgenic tagged line, it was reported that the promoter-proximal Pol II stalling function to predisposing genes for transcriptional activation upon cold exposure [16]. Notably, although NET-seq and GRO-seq efficiently capture RNAs associated with elongating Pol II complex, these methods involve Pol II immunoprecipitation with high affinity Pol II antibody (NET-seq), or Br-UTP incorporation into the nascent RNA during in vitro nuclear run-on (GRO-seq). These steps dramatically increase the difficulty of operations.

We have initially adapted the CB-RNAs isolation method for the study of *FLC* in Arabidopsis [17]. Combined with mathematical modeling, the unique CB-RNA distribution pattern along *FLC* intron1 revealed autonomous pathway components such as FCA and FLD functions to coordinately repress transcription initiation and elongation [17]. Recently, by CB-RNAs isolation in combined with Illumina high-throughput sequencing, we and others showed that co-transcriptional splicing was widespread in *A. thaliana* [18, 19]. Since then, CB-RNAs isolation was considered the most straightforward approach to obtain nascent RNAs in plants and a number of studies have successfully applied this method for CB-RNAs isolation [20–22]. Compared with other approaches, isolating CB-RNAs only involves two washes using a urea-containing buffer after nuclei extraction; hence it is much more straightforward and can be combined with a gene-targeted approach, next-generation sequencing, or long-read sequencing to investigate transcription and its coupled pre-mRNA splicing. With minor modifications, CB-RNA isolation method should be applicable in a wide range of plant species as already been demonstrated in soybean [20]. Albeit the great simplicity and durability of CB-RNAs isolation, a detailed description of the principles and cautions of this method for plant is missing.

Here, we describe our up-to-date method for chromatin-bound RNAs isolation from *Arabidopsis thaliana* seedlings. Combined with quantitative PCR or next-generation sequencing, the isolated CB-RNAs is suitable for analyzing the co-transcriptional intron splicing status both at the single gene and genome-wide level. For a given locus, the CB-RNA reflects the sum of elongating RNA (RNAe: RNAs being transcribed at the locus) and full-length polyadenylated RNA (RNAf: RNAs have been fully transcribed and polyadenylated but not yet released from chromatin). Hence, we also provided a step-by-step method to separate those two CB-RNA fractions and analyzed the corresponding distinct features. Our data showed that polyadenylated RNA likely represents the intermediate of on-chromatin RNA processing and accounts for only a small fraction of CB-RNAs. We thus propose a guideline on when the rRNA and or polyadenylated RNA needs to be removed before downstream analysis. Our work provided a simple and robust CB-RNAs isolation method in Arabidopsis, which in principle can be easily adapted to be used in a wide range of plant species.

## Results

### Isolation of chromatin-bound RNAs from Arabidopsis seedlings

After transcription initiation, RNA polymerase II (Pol II) forms a stable complex with DNA template which resists nonionic detergent and urea. Taking advantage of this feature, Pol II associated nascent RNAs were successfully isolated from the free cytoplasmic and nucleoplasmic RNAs in different model systems, including mammals, Drosophila, and yeast. Based on these pre-existing knowledge, we describe a method suitable for CB-RNAs extraction in Arabidopsis and likely other plant species such as soybean. The extraction procedures mainly involve a nuclei extraction step followed by two stringent wash steps with a buffer containing urea (Fig. 1A). The resulting pellet was enriched with elongating nascent RNAs bound by Pol II, as well as some polyadenylated that is not yet released from chromatin. As the quality control, the protein samples from each extraction step were isolated and assessed by western blot using antibodies specific to Pol II and histone 3 (H3), which are markers of chromatin. A ubiquitin-conjugating enzyme localized in the cytoplasm, UBC1, served as another control. We found that most Pol II and H3 were detected in the chromatin fraction, while UBC1 was found mainly in the total and cytoplasm fraction (Fig. 1B), suggesting chromatin-associated protein was successfully enriched in the chromatin fraction. To check the integrity of the isolated RNAs, each fraction was checked by electrophoresis. 2% low-melted agarose gel and SYBR gold fluorescent dye were used to achieve great sensitivity and save the amount of CB-RNAs used. Notably, the 28S and 18S rRNA bands were clearly observed in chromatin bound RNAs fraction, indicating the integrity of CB-RNAs (Fig. 1C).

**Fig. 1:**
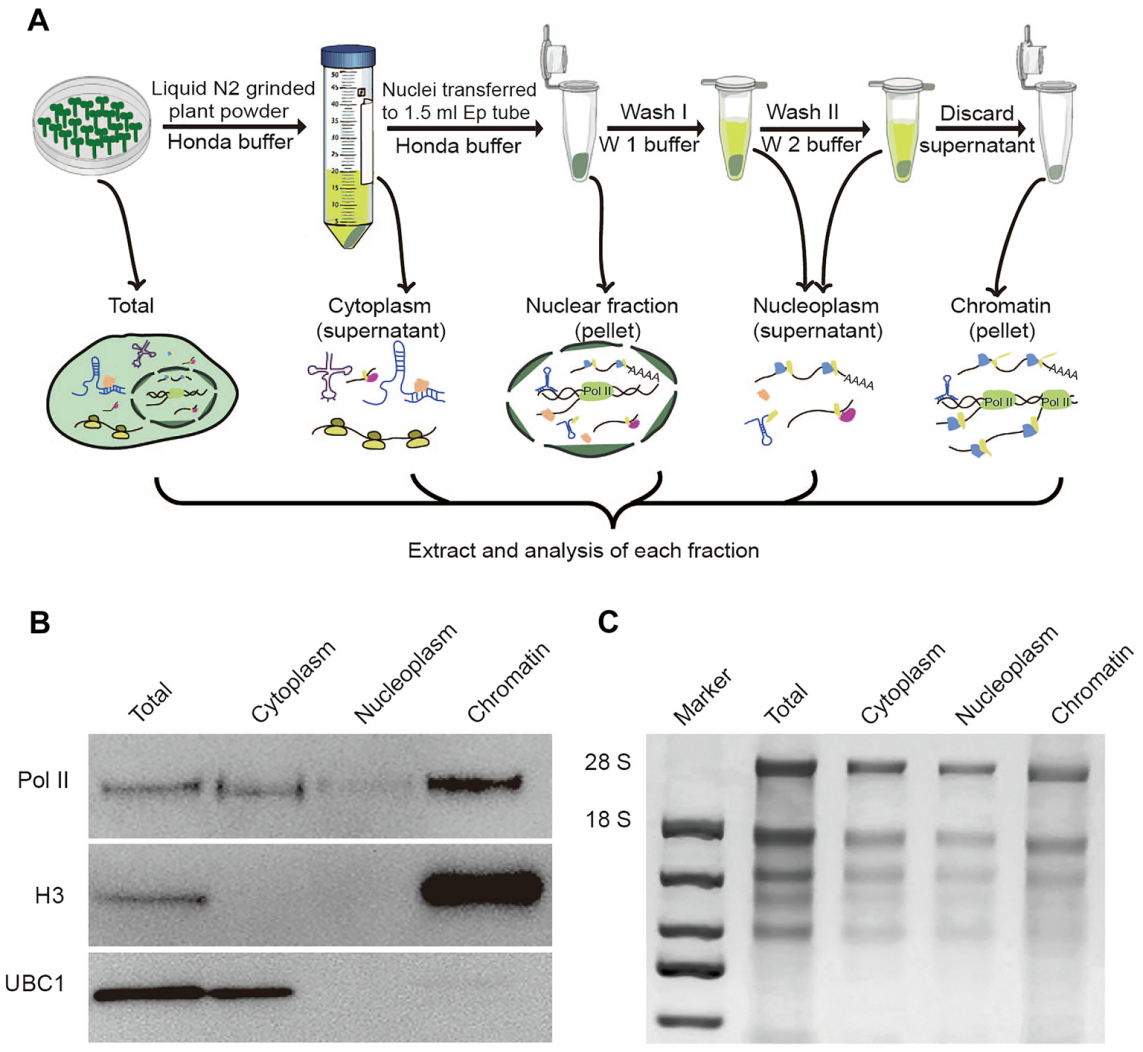
A brief workflow of chromatin-bound RNA extraction in plants. **A** The cartoon demonstrates the workflow of chromatin-bound RNA extraction in Arabidopsis. **B** Western-blot detection of different proteins in different fractions that are obtained by chromatin-bound RNA extraction. Note that the UBC1 is absent from the nucleoplasm and chromatin fraction, while H3 and Pol II are highly enriched in the chromatin fraction. **C** Gel-electrophoresis detection of RNAs in different fractions. Note that 28S and 18S rRNA bands can be observed clearly in different fractions, indicating RNA degradation is minimal during extraction

### Assessment of nascent RNA enrichment in the isolated CB-RNAs by qPCR

CB-RNAs isolation captures all the chromatin-associated RNA species, including the nascent transcripts containing introns that are going to be, but not yet spliced out. This allows for studying co-transcriptional processes, such as co-transcriptional intron splicing (CTS) at a single gene or in the whole genome. Here, to evaluate the enrichment of nascent RNA in different extraction fraction, the ratio of unspliced RNA to spliced RNA of a specific intron at 5 randomly selected genes were estimated (Fig. 2). Primer pairs that amplify regions correspond to intron- exon junction and exon-exon junction were designed to pick up the unspliced and spliced RNA, respectively. With these primers, the quantitative real-time PCR were then performed on different fractions that were kept during the CB-RNAs isolation procedure (Fig. 1A), that is, the nuclei fraction that was kept after nuclei extraction, the wash I fraction that resembles the nucleoplasm, the wash II fraction that contains contaminated nucleoplasm and chromatin fraction that are released by the second wash, and the CB-RNA fraction. As shown in Fig. 2, the ratio of unspliced RNA to the spliced RNA at the given exon–intron-exon unit in the wash I and wash II fractions stays at a relatively similar value to that in total RNA, suggesting the stable association between nascent transcripts and chromatin during urea washing. Importantly, the ratio of unspliced RNA to the spliced RNA is higher in the nuclei fraction compared with that in the total RNA fraction and is highest in the CB-RNA fraction, suggesting the successful enrichment of nascent RNAs.

**Fig. 2:**
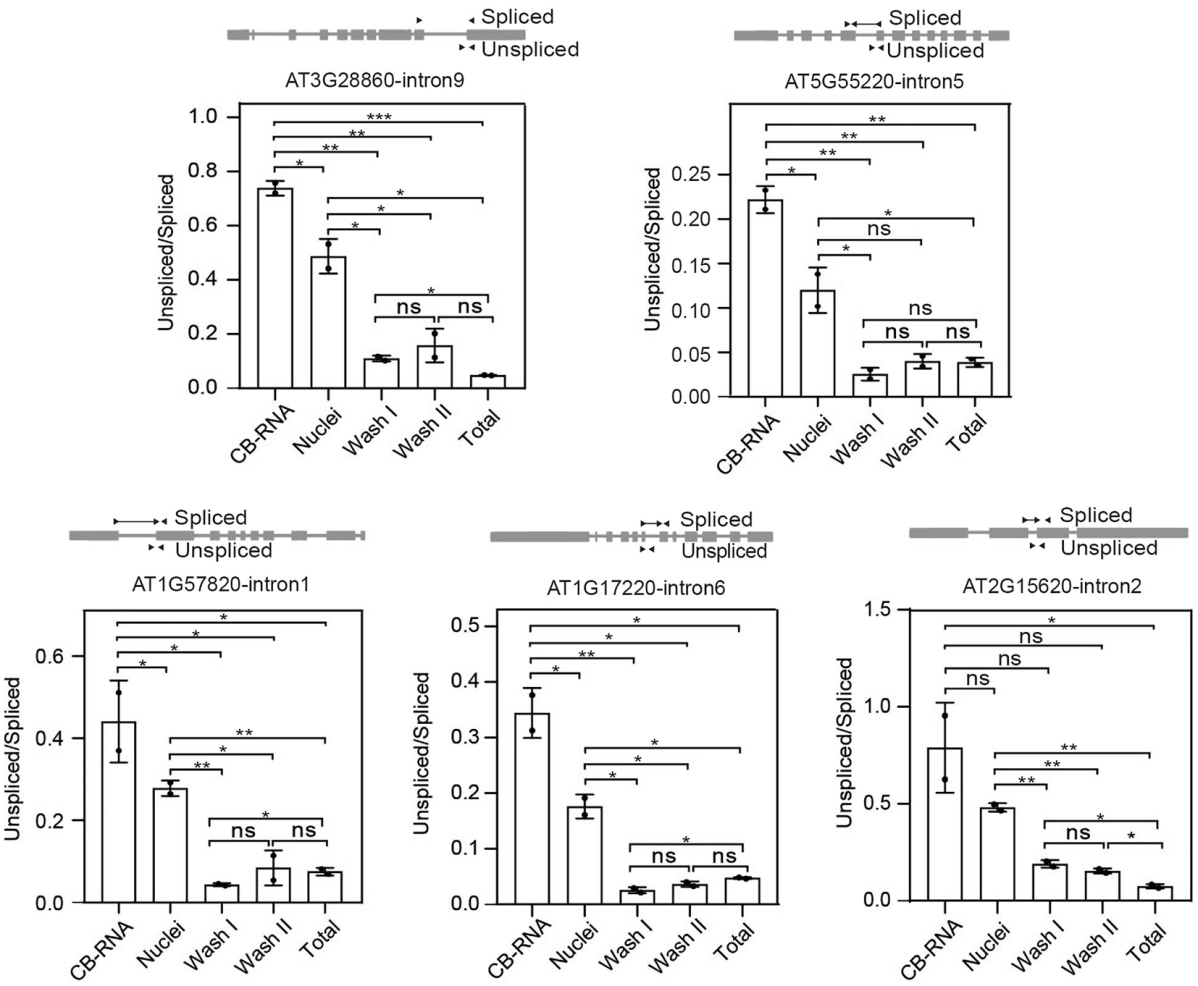
Q-PCR analysis to evaluate the enrichment of nascent RNA in different fractions.The qPCR results showed 5 specific introns’ enrichment at different RNA fractions. The Y-axis indicates the values of unspliced RNA normalized to spliced RNA. The primer locations are shown at the top of each gene structure. Note that the unspliced RNA is mostly enriched in the CB-RNA fraction. Data are presented as mean ± SEM (n = 2). Asterisk indicates significant difference among various RNA fractions based on two-tailed Student’s test

### Workflow of sequencing library construction for CB-RNA-seq

To investigate the intron splicing status on a genome-wide scale, we performed CB-RNA-seq. As shown in Fig. 1C, ribosomal RNAs account for the majority of isolated CB-RNAs, indicating that the removal of rRNA prior to sequencing library construction is needed. Apart from the ribosomal RNAs, we reasoned that another major class within CB-RNAs is the RNAs bound by Pol II that have undergone elongation (RNAe, elongating RNAs). In addition, the isolated CB-RNAs could contain polyadenylated RNAs (RNAf, full-length RNAs) that may represent contaminated mature mRNA and or nascent RNAs that were already polyadenylated but not yet released from chromatin. To determine the relationship between RNAe and RNAf and better understand their biological relevance, we constructed CB-RNA-seq libraries in three parallel fashions (Fig. 3). In fashion I (RNAe + RNAf), the isolated CB-RNAs were subject to rRNA removal using RiboPool oligo probes that target rRNA and then used for RNA-seq library construction (Fig. 3). In the second fashion (RNAe), the CB-RNAs were subjected to polyadenylated RNA removal using oligo d(T) probes (Fig. 3). The resulting CB-RNAs were then subject to rRNA removal and followed by sequencing library construction. In the third fashion (RNAf), the chromatin-bound polyadenylated RNAs, as isolated in the fashion II, were subject to sequencing library construction (Fig. 3). For all three fashions, strand-specific sequencing library construction was performed with NEBNext Ultra II Directional RNA Library Prep Kit based on the dUTP method [23, 24] (Fig. 3). A sequencing library of the mature polyadenylated mRNA was also made as a control. The resulting strand-specific library was then subject to paired-end sequencing using an Illumina platform (Table 1).

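The sequenced material came from 10-day-old Col-0 seedlings, the common laboratory accession of Arabidopsis. There were 2 libraries of CB-RNA (rRNA removed, polyadenylated RNA kept), 2 of RNAe, 2 of RNAe + RNAf, 2 of RNAf and 3 of mRNA. The authors trimmed the reads, mapped them to TAIR10, kept uniquely mapped reads, kept genes above an FPKM minimum, and deposited for each group a table of introns with the numbers of exonic and intronic reads beside the 5ʹ and 3ʹ splice sites and the ratio of intronic to exonic reads. Each table holds pooled values for its group, so no spread between replicates can be computed from it. All 5 tables list the same 121244 introns of 22121 genes, from the longest transcript of each gene. Read counts were present for 15962 genes in CB-RNA, 16204 in RNAe, 16233 in RNAe + RNAf, 16421 in RNAf and 15766 in mRNA. The exonic reads counted beside 5ʹ splice sites summed to 15313955 in CB-RNA, 7415350 in RNAe, 5460195 in RNAe + RNAf, 45112537 in RNAf and 116244073 in mRNA. These sums cover only the windows beside introns, whereas Table 1 gives the mapped reads of each library. The median intron had 81 exonic reads beside its 5ʹ splice site in CB-RNA, 41 in RNAe, 31 in RNAe + RNAf, 220 in RNAf and 463 in mRNA, so single introns are measured least precisely in RNAe + RNAf. Medians over introns or genes are given with 95% intervals from 1000 resamplings of genes. These intervals describe the pooled libraries and do not include variation between seedling samples. For the same reason no p-value is given for a difference between groups over introns or genes.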

**Fig. 3:**
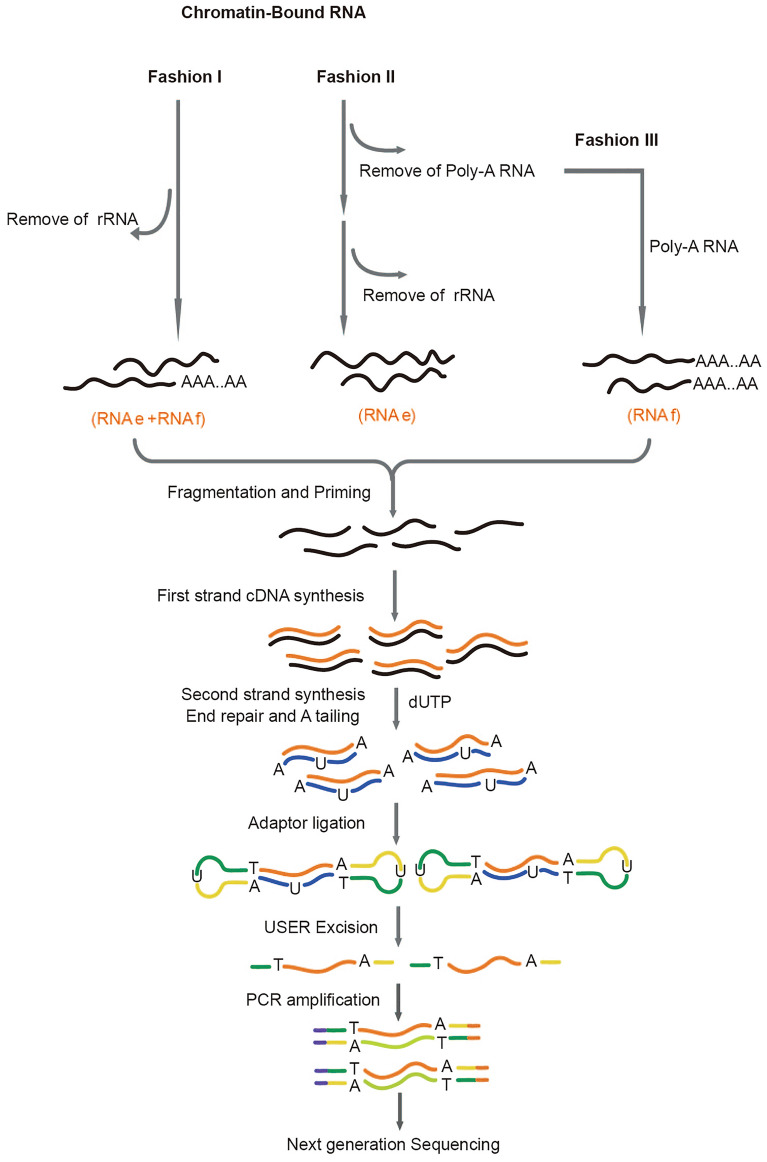
Library construction workflow of mRNA seq and CB-RNA-seq.The workflow of library construction steps is summarized. The different RNA fractions (RNAe, RNAf, RNAe + RNAf) subjected to the library construction are indicated in red. Instructions on how to isolate each RNA fraction are provided in the method section

**Table1:** NGS data summary of CB-RNA-seq and mRNA-seq

Sample name	Raw read pairs	Raw read length (bp)	Clean read number	Clean read length (bp)	Mapping read	Uniq-mapping read
mRNA-Rep1	41,856,806	12,557,041,800	72,350,924	10,457,056,137	71,225,984	67,162,647
mRNA-Rep2	47,478,548	14,243,564,400	83,689,834	12,100,412,269	82,363,749	80,335,880
mRNA-Rep3	38,940,987	11,682,296,100	67,636,210	9,773,482,296	66,554,070	65,202,996
CB-RNA-Rep1	16,969,580	5,090,874,000	17,757,542	2,628,581,958	17,275,196	16,534,432
CB-RNA-Rep2	20,996,926	6,299,077,800	20,555,956	3,043,500,976	19,909,023	19,109,633
RNAe-Rep1	6,852,120	2,055,636,000	9,807,400	1,456,490,416	8,927,603	8,211,434
RNAe -Rep2	9,497,294	2,849,188,200	13,625,772	2,024,733,454	12,487,382	11,427,750
RNAe + f-Rep1	5,779,715	1,733,914,500	7,926,760	1,175,219,966	7,208,602	6,486,167
RNAe + f-Rep2	7,359,120	2,207,736,000	8,896,990	1,319,957,238	8,110,068	7,243,658
RNAf-Rep1	30,374,722	9,112,416,600	48,166,706	7,148,469,139	47,623,079	43,707,190
RNAf-Rep2	27,261,183	8,178,354,900	44,274,638	6,571,437,414	43,750,796	41,734,703

### Nascent RNA profiling of Arabidopsis seedling by CB-RNA-seq

We first analyzed the sequencing reads distribution along genes of CB-RNA-seq data with only the rRNA depleted but with polyadenylated RNA kept (RNAe + RNAf). Compared with mRNA-seq data, two distinct features were observed in CB-RNA-seq data. Firstly, the read density of CB-RNA-seq declined gradually from 5ʹ to 3ʹ end, while no such pattern was observed in mRNA-seq (Fig. 4A and B). 

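The distribution of reads was examined through the exonic reads beside the first and the last intron of 11551 genes with at least 3 introns in CB-RNA, adding both splice sites. The median log2 ratio of last over first intron was 0.22 in CB-RNA (95% interval 0.19 to 0.24), with a pseudocount of 1. The last intron had fewer exonic reads than the first in 43.3% of the genes and more in 56.2%. By gene length, the median was 0.27 in 2386 genes under 2 kb, 0.24 in 7872 genes of 2 to 5 kb and -0.08 (95% interval -0.17 to 0.04) in 1293 genes over 5 kb. Summing the reads over all genes before taking log2, an alternative chosen after the values were seen, gave the largest change, to 0.13. Among the genes drawn in Fig. 4A, AT1G48090 on chromosome 1 has 66 introns and a length of 26435 bp. Its exonic reads beside the 5ʹ splice site fell from 691 at the first intron to 104 at the last, while those beside the 3ʹ splice site were 26 and 47. In AT2G26780 (chromosome 2, 13701 bp, 34 introns) they were 151 and 112 beside the 5ʹ splice site and 124 and 86 beside the 3ʹ splice site. In AT4G34640 (chromosome 4, 3645 bp, 12 introns) they were 488 and 183 beside the 5ʹ and 485 and 195 beside the 3ʹ splice site. These windows lie beside introns and leave out the rest of the first and last exons, which the profiles in Fig. 4A and B include.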

Assuming that elongating RNA dominates the CB-RNA fraction, there would be more nascent RNA at gene 5ʹ end than 3ʹ end, given RNA synthesis always occurs from 5ʹ end to 3ʹ end. Instead, a slightly opposite trend was observed in the mRNA-seq data, likely due to enrichment of RNA 3ʹ end when purifying the mRNA using oligo d(T). 

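In mRNA, the same comparison over 11339 genes gave a median log2 ratio of last over first intron of 0.38 (95% interval 0.37 to 0.39), and the last intron had more exonic reads in 80.6% of the genes. The rise grew with gene length, from 0.18 in 2392 genes under 2 kb to 0.80 in 1240 genes over 5 kb.  AT1G48090 had 150 exonic reads beside the 5ʹ splice site of its first intron and 684 at its last, AT2G26780 had 236 and 554, and AT4G34640 had 2249 and 2422. The paper proposes that purification with oligo d(T) enriched the 3ʹ ends of mRNA.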

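In the genes drawn as examples, intronic reads beside 5ʹ splice sites were compared with the exonic reads beside the same sites, summed over all introns of the gene. AT1G48090 had 4213 intronic and 24547 exonic reads in CB-RNA, a ratio of 0.172 (95% interval 0.166 to 0.177), and 374 and 16673 in mRNA, a ratio of 0.0224 (0.0202 to 0.0249). The ratio of AT2G26780 was 0.242 in CB-RNA (0.229 to 0.256) and 0.00894 in mRNA (0.00736 to 0.0109). In AT4G34640 it was 0.190 (0.174 to 0.208) and 0.00909 (0.00799 to 0.0103), respectively. The intervals were obtained by Wilson's method from the share of intronic reads and converted to ratios. They cover counting error alone.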

Secondly, as we expected, CB-RNA-seq detects much more intron reads than mRNA-seq due to the capture of nascent RNAs with intron not yet removed (Fig. 4A). Consistently, the ratio of intronic reads to exonic reads in CB-RNA-seq is much higher than that in mRNA-seq (Fig. 4C). 

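For each gene, intronic reads were summed over both splice sites of all introns, divided by the exonic reads summed in the same way, and expressed as log2 with a pseudocount of 1. The median was -1.38 in CB-RNA (95% interval -1.39 to -1.36), a ratio of 0.386, and -5.51 in mRNA (95% interval -5.54 to -5.47), a ratio of 0.0220. Of the 15096 genes counted in both groups, 14968 had a higher value in CB-RNA, and the median difference within genes was 4.11 on the log2 scale (95% interval 4.08 to 4.15). Restricting both groups to genes with at least 50 exonic reads in each moved the medians most, to -1.42 and -5.57. The measure uses the windows beside splice sites and not whole introns and exons.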

To precisely calculate the co-transcriptional splicing (CTS) efficiency, we adopted a 3ʹSS/5ʹSS ratio to measure the extent of co-transcriptional splicing [4, 25, 26]. Briefly, at the given intron–exon boundary, we calculated the ratio of intronic reads over the adjacent exonic reads to yield a 5ʹ splicing site ratio (5ʹSS ratio) and a 3ʹ splicing site ratio (3ʹSS ratio) (Fig. 4D). Thus, the 5ʹSS/3ʹSS ratio reflect intron retention levels at the chromatin and is negatively correlated with splicing efficiency. 

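In the tables, each ratio equals the intronic over the exonic reads beside that splice site to within rounding. An intron without exonic reads has no ratio, which left 98601 introns with a 5ʹSS ratio in CB-RNA and 96838 in mRNA. Ratios above 1, with more intronic than exonic reads, made up 2.94% of the 5ʹSS ratios in CB-RNA and 0.632% in mRNA. A ratio of exactly 0, with no intronic read, was found for 3.87% of introns at the 5ʹ splice site in CB-RNA and for 26.2% in mRNA.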

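The median 5ʹSS ratio over introns was 0.284 in CB-RNA (95% interval 0.280 to 0.286) and 0.0064 in mRNA (0.0062 to 0.0066). The median 3ʹSS ratio was 0.307 (0.304 to 0.310) and 0.0075 (0.0073 to 0.0077), respectively. Of the 94522 introns with a 5ʹSS ratio in both groups, 95.5% were higher in CB-RNA and 2.67% were lower. At the 3ʹ splice site, 96.5% of 94611 introns were higher. Taking the mean of ratios up to 1 in place of the median gave the largest change of the difference at the 5ʹ splice site, from 0.277 to 0.291. The difference between the groups far exceeded these intervals, but the pooled values give no spread between replicate libraries against which to set it.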

As we expected, the median value for CB-RNA was around 0.25, which is in line with previous results [18, 19] and it was significantly higher than that in mRNA-seq (Fig. 4E), suggesting that splicing predominantly occurs at the co-transcriptional level.

**Fig. 4:**
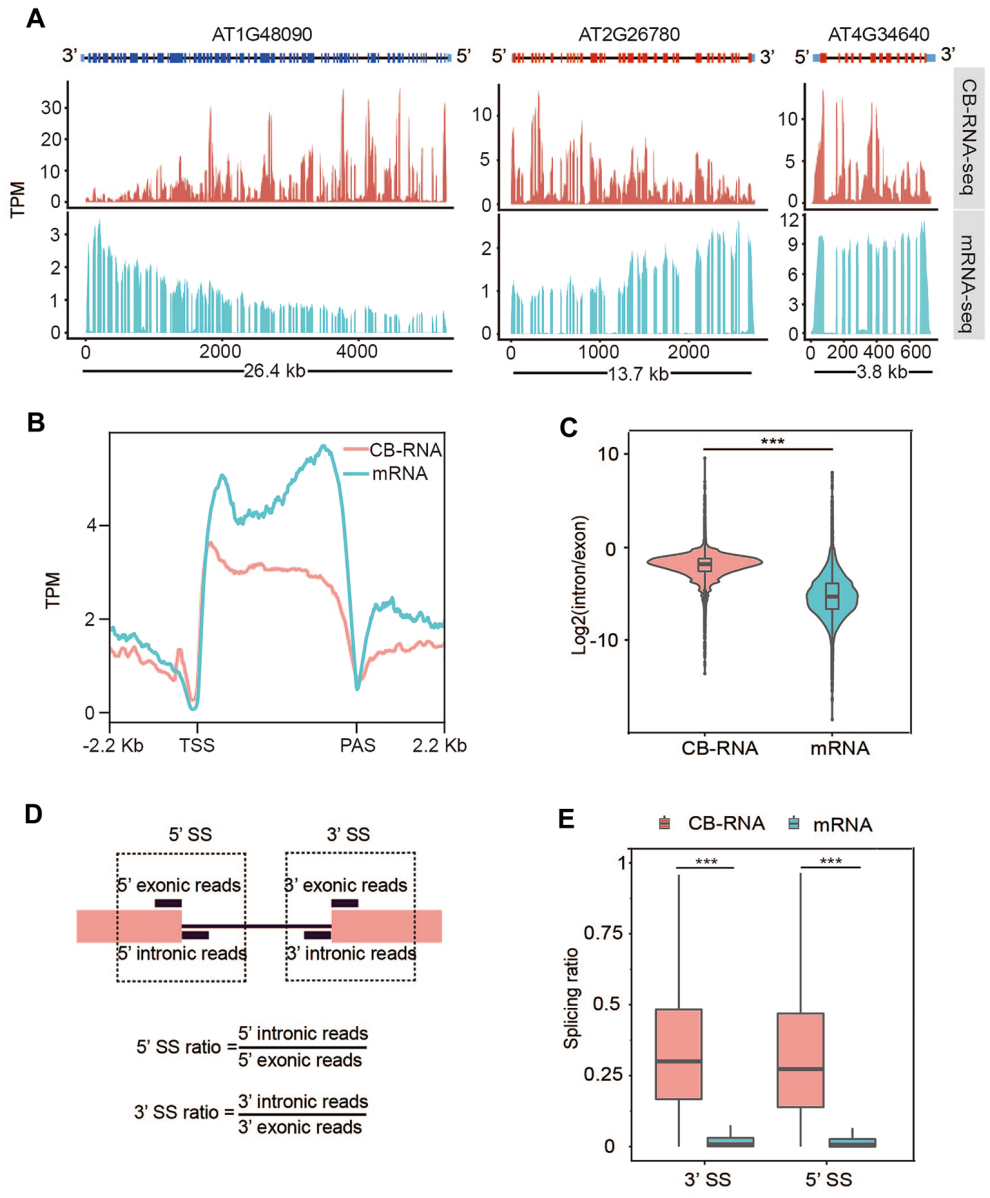
The overview of CB-RNA-seq and mRNA-seq. **A** Three examples showed CB-RNA-seq (red) and mRNA-seq (blue) results. A 5ʹ to 3ʹ declining slope is observed in the CB-RNA-seq. The gene structure is indicated at the top of each track, and the length of each gene is indicated at the bottom. **B** Meta profile showed the reads distribution of CB-RNA-seq and mRNA-seq along the gene. TSS: transcription start site. PAS: Polyadenylation site. **C** Comparison of gene’s intron/exon ratio between CB-RNA-seq and mRNA-seq. ***p < 0.001, Wilcoxon test. **D** Diagram showed the calculation method of 5ʹ SS ratio and 3ʹ SS ratio. **E** Boxplot showed splicing ratio of 5ʹ SS and 3ʹ SS ratio of CB-RNA-seq and mRNA-seq in Arabidopsis. The boxplot showed the median and the 25th and 75th percentiles

### A small proportion of CB-RNAs are polyadenylated and generally represent RNA processing intermediates on chromatin.

Next, we wondered about the relationship between RNAe and RNAf in the isolated CB-RNAs. Thus, we analyzed and compared the sequencing results obtained from RNAe + RNAf, RNAe, and RNAf (Figs. 3 and 5A). We found that the 5ʹ SS and 3ʹ SS ratio in RNAe is only slightly higher than that of RNAe + RNAf (Fig. 5B), suggesting that RNAf only accounts for a minor proportion of CB-RNAs. Indeed, the 5ʹ to 3ʹ declining pattern in RNAe + RNAf also supports the above conclusion (Fig. 5B). 

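The median 5ʹSS ratio was 0.308 in RNAe (95% interval 0.304 to 0.311) and 0.258 in RNAe + RNAf (0.253 to 0.262), a difference of 0.0496 (0.0468 to 0.0529). The median 3ʹSS ratio was 0.333 in RNAe and 0.286 in RNAe + RNAf, a difference of 0.0476 (0.0447 to 0.0523). Single introns varied in both directions. Of 96369 introns with a 5ʹSS ratio in both, 56.8% were higher in RNAe and 39.9% were lower. CB-RNA and RNAe + RNAf, which were both depleted of rRNA alone, differed by 0.0257 at the 5ʹ splice site (0.0226 to 0.0289) and by 0.0214 at the 3ʹ splice site (0.0175 to 0.0226), with CB-RNA higher. From the small difference between RNAe and RNAe + RNAf, the paper proposes that RNAf makes up a minor part of CB-RNAs.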

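The exonic reads beside the last and the first intron were compared in each fraction over genes with at least 3 introns. The median log2 ratio of last over first was -0.26 in RNAe (95% interval -0.29 to -0.23) and 0.24 in RNAe + RNAf (0.21 to 0.27). In RNAe, the last intron had fewer exonic reads in 56.8% of 11670 genes, and in RNAe + RNAf in 42.9% of 11683 genes. In genes over 5 kb, the medians were -0.58 in RNAe and -0.01 in RNAe + RNAf (-0.10 to 0.08). RNAf had a median of 1.45 (1.43 to 1.47) over 11834 genes, with more exonic reads at the last intron in 97.0% of them. In genes with 9 introns, the median share of a gene's exonic reads beside the first intron was 9.89% in RNAe, 8.44% in RNAe + RNAf and 5.77% in RNAf, and beside the last intron 8.63%, 10.8% and 18.2%.

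**Figure D1:**
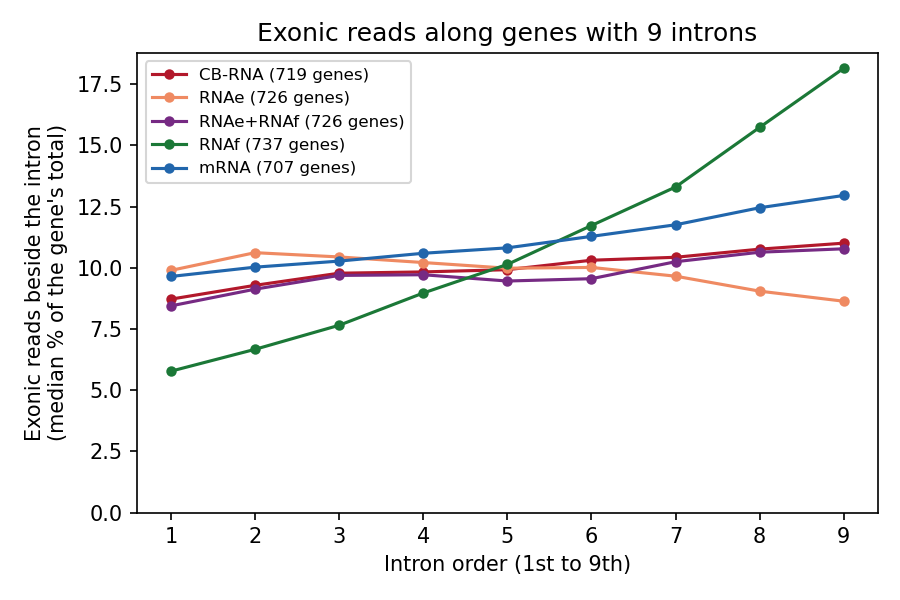
Median percentage of a gene's exonic reads that lie beside each of its 9 introns, by intron order from the 1st to the 9th, in CB-RNA, RNAe, RNAe + RNAf, RNAf and mRNA. RNAe ends lower than it starts (9.89% to 8.63%), RNAe + RNAf ends higher (8.44% to 10.8%), and RNAf rises most steeply (5.77% to 18.2%).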

The SS ratio of RNAf is much lower than that of RNAe or RNAe + RNAf (Fig. 5B), suggesting that the introns in RNAf are largely removed, consistent with the fact that these RNAs are already polyadenylated. 

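In RNAf, the median 5ʹSS ratio was 0.0455 (95% interval 0.0444 to 0.0464) and the median 3ʹSS ratio 0.0583 (0.0569 to 0.0594). The 5ʹSS ratio was lower in RNAf than in RNAe + RNAf for 81.2% of 96825 introns and lower than in RNAe for 86.8% of 97577 introns. At the 3ʹ splice site, the shares were 84.0% and 89.0%. The difference of medians between RNAf and RNAe + RNAf was -0.213 at the 5ʹ and -0.227 at the 3ʹ splice site, and between RNAf and RNAe it was -0.262 and -0.275.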

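The median SS ratio of RNAf exceeded that of mRNA by 0.0391 at the 5ʹ splice site (95% interval 0.0381 to 0.0399) and by 0.0508 at the 3ʹ splice site (0.0496 to 0.0517). The 5ʹSS ratio was higher in RNAf for 82.8% of 96068 introns, and the 3ʹSS ratio for 86.4% of 96097. A two-sided Fisher's exact test of intronic and exonic reads was run on each intron with at least 10 exonic reads in both groups, with Benjamini-Hochberg adjustment at 0.05. It compares the pooled libraries, not the conditions, and treats reads as independent, so its p-values and counts of introns cover counting error only. At the 5ʹ splice site, 55204 of 95204 introns were higher in RNAf and 447 were lower. At the 3ʹ splice site, 60774 of 95372 were higher and 390 were lower. The last of the 8 introns of AT3G21215 (chromosome 3, 7442976 to 7443072) had 1441 intronic and 1561 exonic reads beside its 5ʹ splice site in RNAf, a ratio of 0.923, and 38 and 847 in mRNA, a ratio of 0.0449 (adjusted p = 5.78e-150, Fisher's exact test). Intron 9 of AT4G38510 (chromosome 4, 18013125 to 18013213) had a ratio of 0.906 in RNAf and 0.0302 in mRNA (adjusted p = 1.92e-262, Fisher's exact test). Intron 4 of AT4G12400 (chromosome 4, 7338980 to 7339053) had ratios of 1.03 and 0.117 (adjusted p = 2.03e-59, Fisher's exact test), while its ratio was 0.125 in RNAe. No interval was computed for the RNAe value, so its counting error is not given. At the 3ʹ splice site, the first introns of AT1G20020, AT1G12240 and AT3G02380 had ratios of 0.932, 0.853 and 0.860 in RNAf and of 0.105, 0.109 and 0.0662 in mRNA. Among the introns that were lower in RNAf at the 5ʹ splice site, intron 3 of AT1G80840 had a ratio of 0.166 in RNAf and 0.353 in mRNA, intron 3 of AT1G26208 had 0.237 and 0.647, and intron 1 of AT5G63800 had 0.0432 and 0.190. Those lower at the 3ʹ splice site were intron 13 of AT2G22990 with 0.596 and 0.976, intron 6 of AT1G30230 with 0.806 and 0.931, and intron 1 of AT3G05165 with 0.764 and 0.923.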

Notably, the SS ratio of RNAf is still significantly higher than that of mature mRNA (Fig. 5B), suggesting RNAf is most likely an intermediate of RNA processing on chromatin instead of the contaminated mature mRNAs during CB-RNAs isolation.

**Fig. 5:**
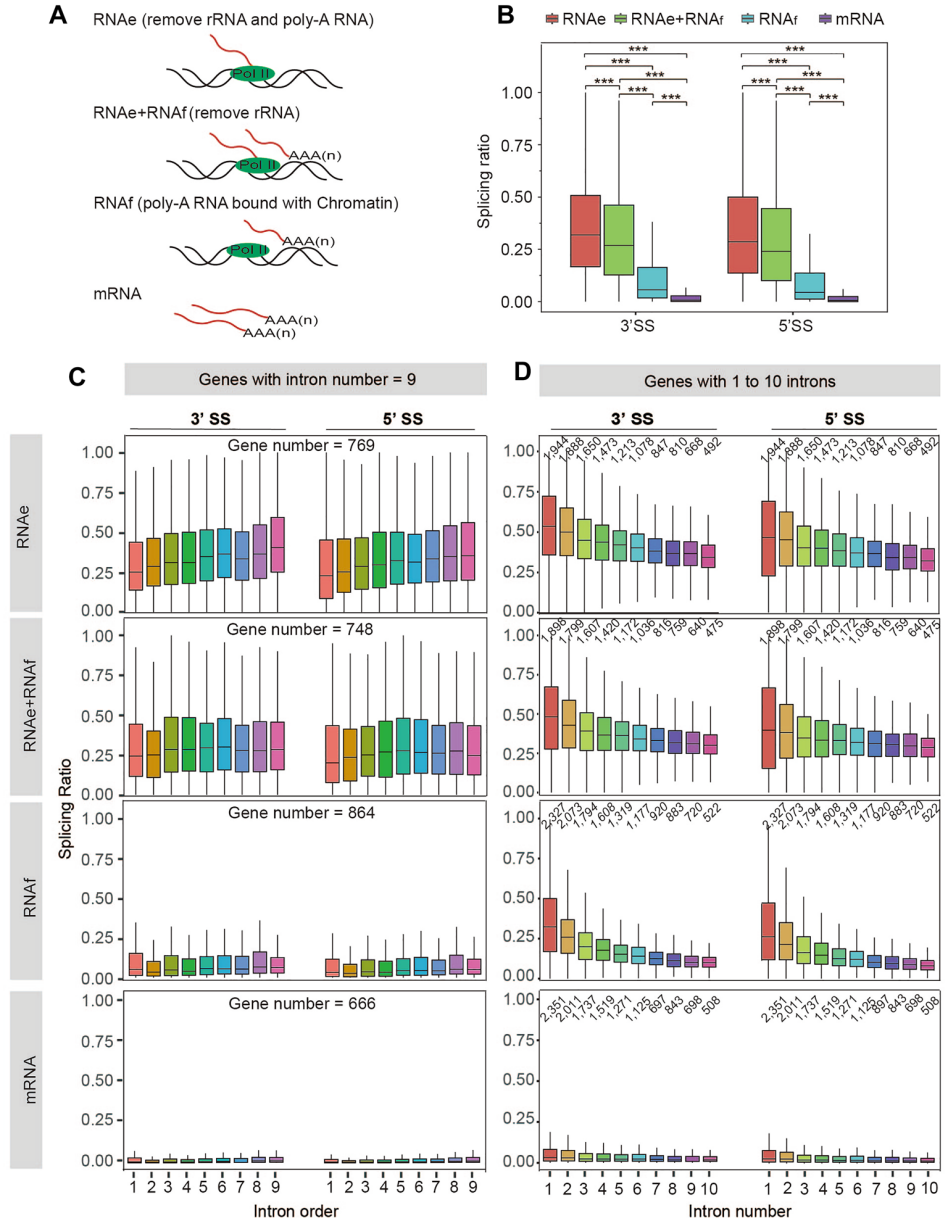
The comparison of intron splicing status in different CB-RNAs. **A** The cartoons show different fractions of the chromatin-bound RNAs. RNAe indicates the nascent being transcribed at the locus. RNAf indicates the full-length RNA, which is polyadenylated yet still attached to the chromatin. **B** Boxplot showed splicing ratio of 5ʹ SS and 3ʹ SS ratio of RNAe, RNAf, and RNAe + RNAf. ***p < 0.001, Wilcoxon test. The boxplot showed the median and the 25th and 75th percentiles. **C** The relationship between co-transcriptional splicing (CTS) and intron order in RNAe, RNAf, and RNAe + RNAf. The genes containing 9 introns were selected as representatives. X-axis indicated the intron order from 1st to 9th. The analyzed gene number was indicated at the top of each box. **D** The relationship between co-transcriptional splicing (CTS) and intron number in RNAe, RNAf, and RNAe + RNAf. The genes containing 1 to 10 introns were selected as representatives. X-axis indicated the intron number from 1 to 10. The analyzed gene number was indicated at the top of each boxplot

Since multiple factors could also affect CTS efficiency, such as the intron positions at a given gene and intron numbers, we looked at how CTS efficiency correlates with the order of intron within genes. We extracted genes with the same intron numbers and analyzed the corresponding 3ʹSS and 5ʹSS at each individual intron from RNAe, RNAf, and RNAe + RNAf (Fig. 5C). The results showed that both the 3ʹSS and 5ʹSS ratios were gradually increased from the first intron to the last intron (Fig. 5C, and Additional file 2: Fig. S1), consistent with a “first come, first serve” model of CTS [27]. 

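Within each gene with 9 introns, the ratio at the first intron was subtracted from that at the last. In RNAe, the median 5ʹSS ratio was 0.250 at the first, 0.333 at the fifth and 0.375 at the last intron, and the median 3ʹSS ratio was 0.278, 0.362 and 0.435. Among 701 genes with a 5ʹSS ratio at both introns, the last was higher in 61.8% and lower in 37.2%. The corresponding shares of 703 genes at the 3ʹ splice site were 63.0% and 35.6%.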

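The median rise from the first to the last of 9 introns in RNAe was 0.114 at the 5ʹ splice site (95% interval 0.0850 to 0.150) and 0.107 at the 3ʹ splice site (0.0815 to 0.127). In RNAe + RNAf it was 0.0087 (-0.0024 to 0.037) and 0.0079 (0 to 0.0387). In CB-RNA, which also kept polyadenylated RNA, it was 0.0563 (0.0262 to 0.0825) and 0.0447 (0.0192 to 0.0711). Compared gene by gene, the rise was larger in RNAe than in RNAe + RNAf by a median of 0.0907 at the 5ʹ splice site (0.0714 to 0.109, 678 genes) and 0.0965 at the 3ʹ splice site (0.0743 to 0.123, 682 genes). Under the alternatives run for the rise in genes with 9 introns, it was between 0.106 and 0.128 at the 5ʹ splice site in RNAe and between 0.00875 and 0.0148 in RNAe + RNAf.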

Notably, such a trend was observed clearly in the RNAe (Fig. 5C), indicating that the removal of RNAf when performing CB-RNA-seq could be beneficial when accurate analysis of CTS is required. In addition, the absence of such a trend in RNAf and, to a certain extent, also in RNAe + f suggests that nascent RNAs could be held at chromatin for a substantial time post active elongation, enabling effective on-chromatin splicing (Fig. 5C).

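In RNAf, the median rise from the first to the last of 9 introns was 0.0109 at the 5ʹ splice site (95% interval 0.0060 to 0.0186), with the last intron higher in 58.2% of 727 genes, and 0.0096 at the 3ʹ splice site (-0.0002 to 0.0151), with 53.3% of 730 genes. In mRNA it was 0.0030 (0.0021 to 0.0039) and 0.0025 (0.0012 to 0.0042). As a fold of the median at the first intron, the median 5ʹSS ratio at the last intron was 1.49 in RNAe (1.30 to 1.67), 1.05 in RNAe + RNAf (0.946 to 1.23), 1.52 in RNAf (1.31 to 1.94) and 2.34 in mRNA (1.77 to 3.36). At the 3ʹ splice site the folds were 1.60, 1.08, 1.17 and 2.51. From the absence of the trend that it states for RNAf, the paper proposes that RNAs stay on chromatin after elongation and continue to be spliced there.

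**Figure D2:**
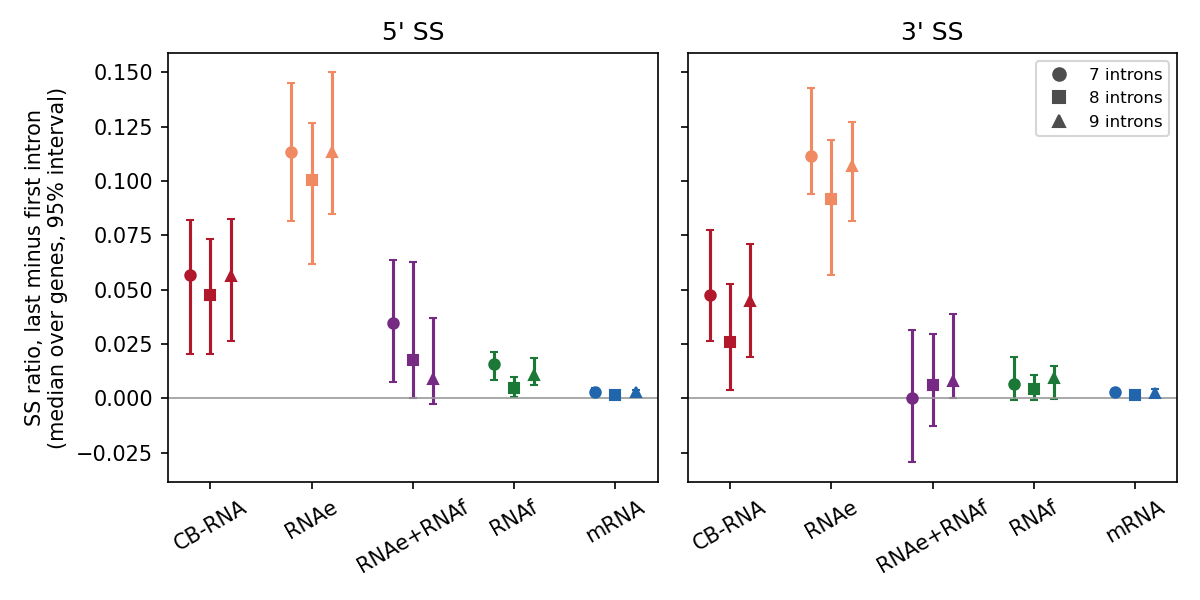
Median over genes of the SS ratio at the last minus the first intron, in genes with 7, 8 and 9 introns, for each fraction at the 5ʹ and the 3ʹ splice site, with 95% intervals from resampling genes. RNAe lies highest at both sites, with 0.114 and 0.107 in genes with 9 introns.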

Next, as intron numbers affect splicing efficiency [18], we plotted the 3ʹSS and 5ʹSS ratios with the genes containing different intron numbers. 

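For each gene with 1 to 10 introns, the SS ratio was averaged over its introns. The median 3ʹSS ratio fell from 0.6 in 2394 genes with 1 intron to 0.376 in 535 genes with 10 introns in RNAe, from 0.546 to 0.324 in RNAe + RNAf and from 0.340 to 0.103 in RNAf. Across genes, Spearman's rho between intron number and the 3ʹSS ratio was -0.293 in RNAe (95% interval -0.308 to -0.277), -0.269 in RNAe + RNAf (-0.284 to -0.252) and -0.465 in RNAf (-0.480 to -0.450). For the 5ʹSS ratio it was -0.212, -0.183 and -0.398, respectively. Genes are not independent replicates, so no p-value is given. A rho of 0 need not be the value without a relation, since rho was above 0 when introns were exchanged between genes. The exchange also removes any likeness between introns of the same gene, so the exchanged values need not be that value either. When introns were shuffled among genes 20 times, the mean rho at the 3ʹ splice site was 0.077 in RNAe, 0.0903 in RNAe + RNAf and 0.181 in RNAf. With a gene's reads summed before the ratio was taken, rho at the 3ʹ splice site became -0.321, -0.293 and -0.484.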

The results showed that the numbers of introns/exons negatively correlated with the average 5ʹSS and 3ʹSS ratio in all three fractions of CB-RNAs (Fig. 5D), suggesting strong cooperativity of splicing among different exons/introns within a gene. Notably, the fact that such cooperativity can also be seen in RNAf but not in mature mRNA, further strengthens the conclusion that RNAf represents RNA processing intermediates that are polyadenylated but still undergo processing steps such as RNA splicing on chromatin (Fig. 5D).

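In mRNA, Spearman's rho between intron number and the gene's SS ratio was -0.115 at the 5ʹ splice site (95% interval -0.132 to -0.0975, 13152 genes) and -0.114 at the 3ʹ splice site (-0.132 to -0.0964, 13151 genes). The median 3ʹSS ratio was 0.0329 in 2388 genes with 1 intron and 0.0192 in 519 genes with 10 introns. With introns shuffled among genes, the mean rho in mRNA was 0.281 at the 5ʹ and 0.276 at the 3ʹ splice site. The paper states that the relation in RNAf, which it does not see in mature mRNA, strengthens its earlier conclusion on RNAf as processing intermediates.

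**Figure D3:**
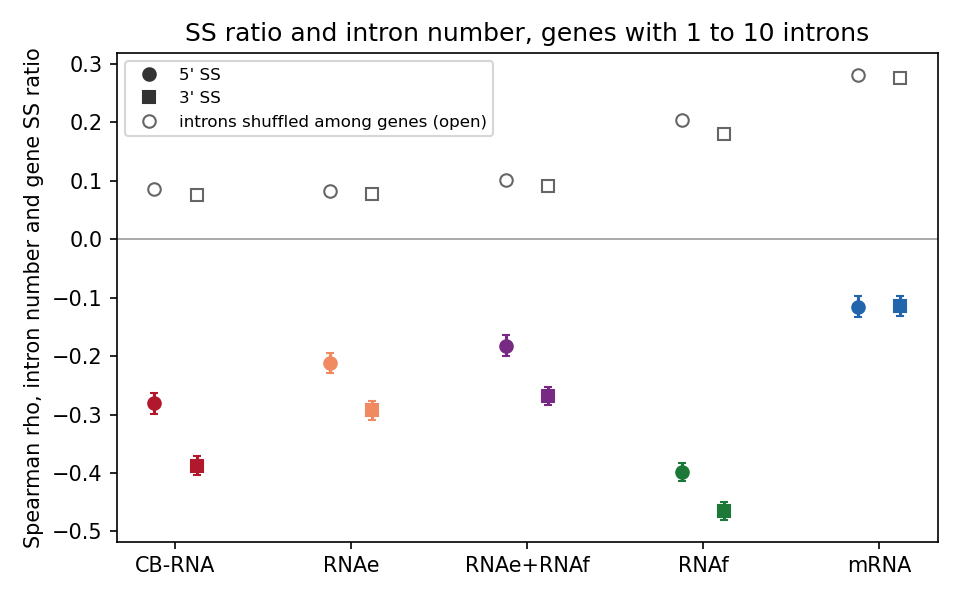
Spearman's rho across genes with 1 to 10 introns between intron number and the gene's mean SS ratio, for each fraction and splice site. Filled symbols are the observed values with 95% intervals and open symbols are the means after introns were shuffled among genes. Of the observed values, those of RNAf are the most negative and those of mRNA the least negative, with -0.115 and -0.114. This order is not that of the distances from the shuffled means, which lie highest in mRNA.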

## Discussion

Nascent RNA sequencing has been widely used to study the co-transcriptional regulation in many species. However, isolating the high-quality nascent RNAs from plant tissue is still challenging due to the presence of cell walls and other reasons. Several methods, such as CB-RNA-seq, pNET-seq, and GRO-seq, have been developed recently to detect nascent RNA and reveal plant-specific transcriptional features. In this study, we provided a detailed protocol for isolation of the chromatin-bound RNA from *A. thaliana* seedlings. Given the unique advantages of this approach, the CB-RNA extraction method is considered the most straightforward way for nascent RNA isolation. Firstly, the procedure is relatively simple, time-saving, and can be done with limited materials (One gram of seedlings are sufficient for most of applications). The entire CB-RNA isolation procedure can be done within 2–3 h from raw materials to purified RNAs. Secondly, the method is more economical compared with other parallel methods such as pNET-seq and GRO-seq given that CB-RNAs isolation does not involve immunoprecipitation steps that are time-consuming and expensive. Thirdly, once the CB-RNAs is obtained, it can be handled the same way as the total RNA, which is compatible with all sorts of downstream applications or sequencing library construction strategies. For example, the isolated CB-RNAs can be combined with specific downstream methods to assay 3’ end processing, RNA methylation, RNA editing, anti-sense RNA, circular RNA, and so on at the chromatin level. CB-RNA isolation method should be applicable in a wide range of plant species as illustrated successfully in Soybean [20]. However, extract CB-RNAs from seeds or the other tissues that are rich in secondary metabolites (such as lipid, starch…), extra steps might be needed to remove those distractors before better CB-RNA isolation.

There are also limitations for CB-RNAs isolation and sequencing. Firstly, our current protocol only recovers CB-RNAs above 200nt. This is due to the column purification of CB-RNA (with 200nt cut-off for the Qiagen RNA miniprep kit) and also the size selection in the Illumina RNA-seq library generation step. Thus, caution and adjustment of the protocol will be needed when the nascent RNAs below 200nt are of interest. Secondly, in association with the first point, the CB-RNAs is suitable for studying nascent RNA and its associated RNA-processing steps but less suitable for looking at the Pol II occupancy. For example, Pol II pauses at both 5ʹ and 3ʹ end of the gene in Arabidopsis [15], while the paused Pol IIs are likely associated with nascent RNA smaller than 200nt, which would not be resolved effectively in CB-RNA-seq. Indeed, both the 5ʹ and 3ʹ end pause of Pol II were not observed in our CB-RNA-seq data. For accurate Pol II profiling, NET-seq is recommended. Thirdly, the inactivation of endogenous RNAase during the CB-RNA isolation procedure is critical and sometimes can cause problem. Plant cells contain rich sources of endogenous RNase. In the current protocol, high concentrations of RNase inhibitors and yeast tRNAs are employed to buffer against endogenous RNase activity. In addition, the handling time from cell lysis to the urea washing steps needs to be minimized. Thus, we recommend only handling one or two samples simultaneously for these steps. After the UREA washing steps (Fig. 1A), all the samples could be handled together for the following RNA extraction.

Our data showed that a small fraction of full-length polyadenylated RNA (RNAf) is included in the isolated CB-RNAs (Fig. 5D). The incomplete splicing status, plus the observed cooperativity among different intron splicing in this RNA fraction, suggest these RNAs are most likely the RNA processing intermediates that are polyadenylated but not yet released from chromatin (Fig. 5D). Thus, they represent a fraction of RNAs that sit on chromatin but not the contamination during CB-RNAs purification. Thus, in most cases, it is unnecessary to remove these polyadenylated RNAs prior to sequencing library construction or qPCR-based analysis. However, the removal of polyadenylated RNA is needed when only the elongating RNA is of interest. The presence of polyadenylated but not fully spliced RNA on chromatin suggests there is no strict order between polyadenylation and splicing. In addition, gene splicing status might be monitored by a mechanism linked with Pol II at gene 3’ end such that transcripts with unspliced intron are not effectively released from chromatin even when it is polyadenylated. An exciting hypothesis that awaits to be explored in the future.

## Conclusions

We described a simple and robust method to enrich chromatin-bound RNAs that include nascent RNA undergone elongation by Pol II and polyadenylated RNA that has undergone RNA processing on chromatin. The isolated chromatin-bound RNAs are compatible with all sorts of downstream applications, such as the studying of co-transcriptional RNA-processing combined with next-generation sequencing.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* (Col-0) seeds were sterilized in 10% sodium hypochlorite for 10 min and rinsed by sterile distilled water 3 to 4 times before being sown on 1/2 MS media. Seeds were stratified at 4 °C for 3 days and transferred to a growth chamber (Percival CU-36L5), 16 h light/8 h dark, 22 °C. 10-day-old seedlings were collected and snap-frozen in liquid N2 for the following chromatin-bound RNAs (CB-RNAs) extraction.

### Chemicals and reagents

Note that RNase-free chemicals and solution are critical for CB-RNA isolation.

#### Chemicals

Sucrose (Sigma S0389), Ficoll (Sigma F4375), Dextran T40 (Sigma 31389), HEPES (Sigma 54457), MgCl_2_ (Invitrogen AM9530G), Triton X-100 (Sigma T8787), DTT (Sigma 43,815), Proteinase inhibitor cocktail (Roche 11873580001), Glycerol (Invitrogen 15514-011), 1 M EDTA (Invitrogen 15575-038), 1 M Tris–HCl pH 7.5 (Invitrogen 15567-027), 5 M NaCl (Invitrogen AM9759), Urea (Sigma U5378), Tween-20 (Sigma P7949), Chloroform (Analytical grade), Ethanol (Analytical grade), Isopropyl alcohol (Analytical grade), Nuclease-free H_2_O (Invitrogen 10977-015).

#### Reagents

Yeast-tRNA (Roche 10109525001), RNase inhibitor (Promega N251A), RNaseZap (Invitrogen AM9780), TRIzol Reagent (Invitrogen 15596018), 3 M Sodium Acetate pH5.5 (Invitrogen AM9740), Perfect Start Green qPCR SuperMix (TransGene AQ601-04), RNeasy RNA purification Kit (Qiagen 74104), mRNA Capture Beads (Vazyme N401), Qubit RNA Assay Kit (Qubit Q32852), RNA secure Reagent (Ambion AM7006), Turbo DNase (Invitrogen AM2238), riboPOOLs (rRNA removal probes) (siTOOLs Biotech), Streptavidin magpoly beads (SMART lifesciences SM01710), Low Melting Point Agarose (Invitrogen 16520-050), 10 × TBE Buffer (Invitrogen 15581-044), DNA size Marker (DL1000, Takara 3591Q), NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760).

#### Consumables

Phase-lock tube (Invitrogen A33248), 0.45 μm sterile filter (250 mL, BIOFIL FPE-414-250); 0.45 μm nylon membrane (Nalgene), Miracloth (Millipore 475855), 50 mL Plastic Funnel, Nuclease-free 1.5 mL, 2 mL and 0.2 mL microcentrifuge tubes; Nuclease-free 15 mL and 50 mL falcon tubes; Nuclease-free pipette tips.

#### Antibodies

anti-H3 (Abcam 1791), anti-Ser2P CTD Pol II (Active Motif 61083), anti-UBC (abcam, ab99002).

### Buffer compositions

For CB-RNA isolation:

#### Honda buffer

0.44 M sucrose, 1.25% (wt/vol) Ficoll, 2.5% (wt/vol) Dextran, 20 mM HEPES pH 7.4, 10 mM MgCl_2_, 0.5% Triton X-100, 2 mM DTT freshly added, 1 × cocktail freshly added (100 × cocktail stock solution: 2 tablet/ml Nuclease-free H_2_O), 1 × tRNA freshly added (100 × tRNA stock solution: 10 μg/μL), 1 μl RNase inhibitor was added in every 100 μL buffer. Adjust pH with 1 M KOH to 7.5. The solution is filtered through 0.45 μm PES membrane and can be kept at − 20 °C for up to 3 months.

#### Nuclei resuspension buffer

50% Glycerol, 0.5 mM EDTA, 25 mM Tris–HCl pH 7.5, 100 mM NaCl, 2 mM DTT freshly added, 5 × tRNA freshly added, 2 × cocktail freshly added, 2 μL/100 μL RNase inhibitor freshly added. Solution is filtered through 0.45 μm nylon membrane and can be kept at − 20 °C for up to 3 months.

#### Wash buffer

25 mM Tris–HCl pH 7.5, 300 mM NaCl, 1 M Urea, 0.5 mM EDTA, 1% Tween 20 Solution is filtered through 0.45 μm nylon membrane and can be kept at − 20 °C for up to 3 months.

For rRNA removal:

#### Hybridization buffer

10 mM Tris–HCl (pH 7.5); 1 mM EDTA; 2 M NaCl.

#### Beads resuspension buffer

0.1 M NaOH; 0.05 M NaCl.

#### Depletion buffer

10 mM Tris–HCl (pH 7.5); 1 mM EDTA; 1 M NaCl.

### Protocol for Chromatin-bound RNA extraction

#### Before start

- Use RNasezap to clean the bench and pipette before starting.
- Pre-cool the centrifuge to 4 °C.
- Prepare working solutions (e.g., Honda buffer 10 mL/sample; Nuclei resuspension buffer 800 μL/sample; Wash buffer 1.2 mL/sample) freshly before use.
- Given that endogenous RNAase can’t be inactivated thoroughly during the procedure, handling one sample each time is recommended.

### *Chromatin extraction (*~ *2 h)*

1. Take 1 g of Arabidopsis seedlings and grind them in liquid nitrogen to a fine powder.
2. Resuspend the ground powder with 8 mL pre-cooled Honda buffer and homogenize quickly by stirring with a 1 mL tip. Filter the solution through two layers of Miracloth into a new ice-cold 50 mL falcon tube. (Note: 2 mM DTT, 1 × tRNA solution, 80 μL RNase inhibitor, and 1 × proteinase inhibitor cocktail are added into 8 mL Honda buffer just before use).
3. Centrifuge the filtrate immediately at 4 °C, 3500*g* for 5 min.
4. Remove the supernatant, resuspend the pellet immediately with 1 mL pre-cooled Honda buffer, and transfer to a new ice-cold 2 mL tube. (Note: 2 mM DTT, 5 × tRNA solution, 10 μL RNase inhibitor, and 1 × proteinase inhibitor cocktail are added into 1 mL Honda buffer just before use).
5. Centrifuge immediately at 4 °C, 8000*g* for 1 min.
6. Remove the supernatant thoroughly and weigh the pellet.
7. Resuspend the pellet with 1 volume (w/v) of nuclei resuspension buffer. (e.g., resuspend 100 mg nuclei pellet with 100 μL nuclei resuspension buffer). Stir to mix the pellet and pipet up and down several times with an end-cut 200μL tip. (Note: 2 mM DTT, 5 × tRNA solution, 2 × proteinase inhibitor cocktail, and 1 μL RNase inhibitor in every 50 μL buffer are added into nuclei resuspension buffer just before use).
8. After homogenization, add 2 volumes of wash buffer into the above mixture, and pipette gently 20 times with an end-cut 1 mL tip to ensure samples are thoroughly mixed. (Note: Take ~ 1/10 resuspended nuclei at this step and snap frozen in liquid nitrogen if the nuclear fraction of RNA needs to be assessed by qPCR analysis.)
9. Store the mixture on ice for 1 min.
10. Centrifuge immediately at 4 °C, 8000*g* for 1 min. Remove the supernatant thoroughly. (Note: Keep the supernatant as wash I and snap frozen in liquid nitrogen if this RNA fraction needs to be assessed by qPCR analysis.)
11. Resuspend the pellet again with 1 volume of nuclei resuspension buffer. Stir to mix the pellet and pipette gently several times with an end-cut 200 μL tip.
12. After homogenization, immediately add 1 volume of wash buffer to the mixture and pipette up and down 20 times with an end-cut 1 mL tip to ensure samples are thoroughly mixed.
13. Store the mixture on ice for 1 min.
14. Centrifuge immediately at 4 °C, 12,000*g* for 2 min. Remove the supernatant thoroughly. (Note: Keep the supernatant as wash II and snap frozen in liquid nitrogen if this fraction of RNA needs to be accessed by qPCR analysis.)
15. Resulting chromatin can be snap frozen and stored at − 80 °C.

### Chromatin-bound RNA purification (~ 1.5 h)

16. Resuspend the pellet from step 15 (Chromatin-Bound fraction), step 8 (100 μL, nuclear fraction), step 10 (100 μL, wash I fraction), and step 14 (100 μL, wash II fraction) with 1 mL Trizol solution.
17. Vortex to mix thoroughly and stay at room temperature for 10 min.
18. Add 0.2 mL chloroform, vortex for 10 s, and leave at room temperature for 5 min.
19. Spin the phase-lock tube at 14,000*g* for 2 min at room temperature just before use. Transfer the solution from step 18 to a phase-lock tube. Centrifuge at 14,000*g*, 10 min at 4 °C.
20. Carefully transfer the supernatant into a new tube and add a 0.8 × volume of 100% ethanol.
21. Rotate to mix and centrifuge briefly at 600 g for a few seconds. Transfer the solution (including precipitation if any) to a Qiagen RNA Column. Centrifuge multiple times at 8000*g* room temperature for 1 min until all the solutions pass through.
22. Wash the column with 700 μL RW1 buffer, centrifuge at room temperature, 12,000*g* for 1 min.
23. Wash the column with 500 μL RPE buffer, centrifuge at room temperature, 12,000*g* for 1 min. Repeat once.
24. Change to a new 2 mL tube. Centrifuge at 12,000*g* for 2 min.
25. Change the column to a new 1.5 mL tube. Add 50 μL Nuclease-free H_2_O, stay on bench for 2–5 min, centrifuge 12,000*g* for 1 min to elute. Repeat once and obtain 100 μL eluted RNAs in total.
26. Measure the RNA concentration with a Nano-Drop machine.

### DNA contamination removal (~ 2.5 h)

27. Set up the following Turbo DNase I digestion reaction:
  RNA sample (2 to 5 μg): 100 μL
  10 × DNase I buffer: 12 μL
  RNase Inhibitor (40U/μL): 2 μL
  Turbo DNase I (2U/μL): 2 μL
  25 × RNA secure H_2_O: 4 μL
28. Incubate at 37 °C for 1 h.
29. Add 3.5 volumes of RLT buffer and 2.5 volumes of Ethanol to the sample from the last step and mix well. (Qiagen RNeasy Mini Kit)
30. Transfer the mixture to a Qiagen RNA Column and centrifuge at 10,000*g* for 30 s at room temperature. Perform multiple times until all the solutions pass through.
31. Discard the flowthrough. Add 500 μL RPE buffer to the column and centrifuge at 12,000*g* for 30 s at room temp. Repeat once and centrifuge at 14,000*g* for 2 min.
32. Transfer the column to a new 1.5 mL Tube.
33. Add 50 μL RNase-free water to column and still for 5 min. Then centrifuge at the 14,000*g* for 1 min. Repeat once.
34. Transfer 100 μL eluted RNA sample to a fresh 1.5 mL tube.
35. Set up the precipitation reaction as follow:
  RNA sample: 100 μL
  3M NaOAc: 10 μL
  Isopropanol: 110 μL
  Glycoblue: 1 μL
36. Incubate at − 80 °C for 30 min, and spin at 14,000*g* 4 °C for 15 min.
37. Wash the RNA pellet with 80% ethanol twice.
38. Remove any solution thoroughly with a pipette and dissolve the RNA pellet with 15 μL H_2_O.
39. Check the RNA concentration with Nanodrop and take 1 μL (≥ 10 ng) for RNA quality check by running it on a 2% (wt/vol) low melting agarose gel (1 × TBE gel with 1 × SYBR gold fluorescent dye added).
40. Take 500 ng RNA sample for qPCR analysis. Alternatively, the RNA sample can be subjected to poly(A) RNA removal and rRNA-depletion steps, followed by RNA-seq library construction. The isolated chromatin-bound RNAs can be stored at − 80 °C for several months.

### qPCR analysis to validate nascent RNA enrichment at individual genes

1. Set up the following reverse transcription reaction mix (10 μL):
  RNA sample (500 ng): 5.5 μL
  10 mM dNTPs: 0.5 μL
  Primer mix: 0.5 μL
  Heat the mixture at 65 °C for 5 min and place the tube on ice for at least 2 min. (The primer mix needs to be prepared according to the number of gene-specific primers used. 1 pmol of each primer is included for each reaction. A list of primers used in this study can be found in Table 2)
  Prepare the following as mix and add 3.5 μL into each reaction.
  5x M-MLV buffer: 2 μL
  M-MLV Enzyme (200U/μL): 0.5 μL
  RNase Inhibitor (40U/μL): 0.5 μL
  RNase-free water: 0.5 μL
2. Place the tube on a PCR thermocycler with the 105 °C heated lid and perform the PCR cycles as follows:
  42 °C 1 h, 80 °C 5 min, and hold at 4 °C.
3. Dilute the cDNA sample 40 times with nuclease-free water.
4. Set the following qPCR reaction mix (10 μL):
  cDNA (Diluted): 4 μL
  qPCR SuperMix: 5 μL
  10 μM F Primer: 0.5 μL
  10 μM R Primer: 0.5 μL
  (A list of primers used in this study can be found in Table 2)
5. Place the tube on a qPCR thermocycler and perform the PCR cycles as follows:
   95 °C 2 min; 95 °C 15 s, 60 °C 20 s, 72 °C 25 s, 45 cycles.
6. For qPCR analysis, the relative enrichment of CB-RNAs can be determined by comparing the ratio of unspliced RNA to spliced RNA (Fig. 2) in different fractions (total RNA, nuclear RNA, wash I, wash II, CB-RNA).

**Table 2:** Primers used in this study

Primer Name	Sequence 5ʹ to 3ʹ
AT1g17220-Intron6-Spliced-F	5ʹ TTGTTGCAGAGCTTCAAGAGT 3ʹ
AT1g17220-Intron6-Spliced-R	5ʹ CTTCTCCGCAAACAACAACA 3ʹ
AT1g17220-Intron6-UnSpliced-F	5ʹ TGCTTTGAAAGGGGAAAATG 3ʹ
AT1g17220-Intron6-UnSpliced-R	5ʹ CCGAAAACAGAAACGGAAAA 3ʹ
AT1g57820-Intron1-Spliced-F	5ʹ GCCTGAGAGACCTGTGACGAAA 3ʹ
AT1g57820-Intron1-Spliced-R	5ʹ TGGCAGCAACAAGAGACGAGTT 3ʹ
AT1g57820-Intron1-Unpliced-F	5’ TCTTGGGCTGATGGAAATCTTGTG 3ʹ
AT1g57820-Intron1-Unpliced-R	5ʹ CAGGAATTATGCTGCGGCATTTAC 3ʹ
AT2g15620-Intron2-Spliced-F	5ʹ TTTCACCAACTTGCCAAGAAAG 3ʹ
AT2g15620-Intron2-Spliced-R	5ʹ AATTGAATCCAAACCGTCCA 3ʹ
AT2g15620-Intron2-Spliced-F	5ʹ GAGTGAATGGTTATGCTAAGATGG 3ʹ
AT2g15620-Intron2-Spliced-R	5ʹ AGATCATGAGTCCCCACCAC 3ʹ
AT3g28860-Intron9-Spliced-F	5ʹ TCACATCCTTCATAGTCGCCTTCA 3ʹ
AT3g28860-Intron9-Spliced-R	5ʹ GTTACTGACTCCTTCACCAGCAATC 3ʹ
AT3g28860-Intron9-Unspliced-F	5ʹ GTGGCGACTTAGACCTTTGATTGT 3ʹ
AT3g28860-Intron9-Unspliced-R	5ʹ TGCATGAGCCTTAGCTGTGTCTCCAG 3ʹ
AT5g55220-Intron5-Spliced-F	5ʹ GGCGATGAGATAGATGCAAAA 3ʹ
AT5g55220-Intron5-Spliced-R	5ʹ GCTAGATCTCCCACCTGTAGC 3ʹ
AT5g55220-Intron5-Unspliced-F	5ʹ ATGTCCTAAAACCGTGTAGGTG 3ʹ
AT5g55220-Intron5-Unspliced-R	5ʹ AGCATCTGGAATCGCTTGA 3ʹ

### Removal of chromatin-bound polyadenylated RNA (optional for CB-RNA-seq)

1. Take out mRNA Capture Beads (Vazyme) from 4 °C and warm them to room temperature.
2. Take 8 μg chromatin-bound RNA sample. Dilute it to 50 μL with nuclease-free water in a nuclease-free 1.5 mL tube.
3. Gently mix mRNA Capture Beads and transfer 50 μL beads into the RNA sample. Mix with a pipette.
4. Denature the RNA by incubation at 65 °C for 5 min and place the tube on ice immediately.
5. Leave the sample at room temperature for 5 min.
6. Place on the magnet for 5 min to separate poly-A RNA from the rest of the CB-RNAs.
7. Take out the supernatant to a new 1.5 mL tube and set it aside.
8. Add 200 μL Beads Wash buffer to beads and mix with pipette thoroughly.
9. Place the tube on a magnet for 5 min and discard the supernatant.
10. Add 50 μL Tris Buffer to resuspend beads and mix with pipette thoroughly.
11. Incubate the tube at 80 °C for 2 min and set the tube at room temperature for 2 min.
12. Add 50 μL Beads Binding buffer and mix with pipette thoroughly. Incubate the tube at room temperature for 5 min.
13. Place the tube on a magnet for 5 min, transfer the supernatant to a new 1.5 mL tube, and mix with the sample in step 7.
14. Add 1/10 volume of 3 M NaOAc and 1 μL Glycoblue, and mix thoroughly.
15. Add 1 volume of isopropanol and mix thoroughly.
16. Incubate at − 80 °C for 20 min.
17. Centrifuge at 14,000*g* 4 °C for 10 min.
18. Remove supernatant and wash the pellet twice with 80% ethanol.
19. Centrifuge at 14,000*g* 4 °C for 5 min and discard the supernatant.
20. Dissolve the pellet in 13 μL of RNase-free water.

### Removal of rRNA from chromatin-bound RNA (for CB-RNA-seq)

- **Hybridization of riboPOOL probe to RNA**
  1. Set up the following reaction mix:
    RNA sample (2 μg CB-RNAs): 13 μL
    50 μm riboPOOL probe: 1 μL
    Hybridization buffer: 5 μL
    RNase inhibitor (40U/μL): 1 μL
  2. Vortex to mix and spin down the droplet.
  3. Incubate at 68 °C for 10 min to denature RNA.
  4. Allow cooling slowly to 37 °C for optimal hybridization. (By setting ramp rate at 3 °C/min)
- **Preparation of beads (Two steps of depletion)**
  5. Resuspend the Streptavidin magpoly beads by carefully vertexing the tube at medium speed.
  6. Transfer 60 μL of beads suspension per sample to a fresh tube. (To prepare multiple samples, aliquot beads suspension for up to 8 samples (i.e., 480 μL) in a single tube).
  7. Place the tube on a magnetic rack and wait for 1 min.
  8. Aspirate and discard all supernatant.
  9. Add 100 μL per sample of beads Resuspension buffer, and agitate the tube well to resuspend beads. Place on magnetic rack for 1 min, aspirate and discard supernatant.
  10. Repeat step 9.
  11. Resuspend beads in 80 μL depletion buffer per sample and divide the beads into 2 tubes.
- **Ribosomal RNA depletion**
  12. Briefly centrifuge the tube containing ~ 20 μL hybridized riboPOOL and CB-RNAs.
  13. Transfer 40 μL of the prepared beads (leave another 40 μL beads on the magnetic rack, wait for 1 min, and discard the supernatant) into the tube containing hybridized riboPOOL-RNA solution. Agitate the tube to resuspend well.
  14. Incubate the tube at 37 °C for 15 min (mix every 5 min), followed by a 50 °C incubation for 5 min.
  15. Spin briefly and place the tube on the magnet for 2 min then carefully transfer the supernatant to the other tube containing beads (without depletion buffer from step 13), repeat step 14.
  16. Place the tube on the magnet for 2 min and carefully transfer the supernatant to a new tube.
- **RNA clean-up**
  17. Add nuclease-free water to the rRNA-depleted RNA sample from the last step to bring the volume to 100 μL.
  18. Set up the following precipitation reaction:
    RNA sample: 100 μL
    10 mg/mL Glycoblue: 1 μL
    3M NaOAc: 11 μL
    100% ethanol: 280 μL
  19. Mix well, and incubate at − 20 °C for at least 1 h.
  20. Centrifuge at 14,000*g* 4 °C for 10 min.
  21. Remove supernatant and wash twice with 80% ethanol.
  22. Centrifuge at 14,000*g* 4 °C for 5 min and discard the supernatant.
  23. Air dry and dissolve the pellet in 12 μL of RNase-free water.
  24. Check the RNA concentration with Qubit RNA Assay Kit and take 50 ng for CB-RNAs library construction.

### Next-generation sequencing and bioinformatic analysis

Paired-end sequencing was performed on the bar-coded library using an Nova Seq 6000. The adapters, Ns and low-quality bases were removed from raw data using the Trimmomatic [28] package (version 0.39). Then, the reads shorter than 36 bp were also removed. And the clean reads were mapped to the TAIR10 genome using the HISAT2 (version 2.2.0) [29] with default parameters. The reads with more than one reported alignment were excluded. The mapped reads were sorted and indexed by SAMtools [30] (version 1.3.1). The Fragments Per Kilobase of exon model per Million mapped fragments (FPKMs) of each gene were calculated by StringTie [31] (version 2.1.4). Genes with FPKM ≥ 1 were used for the calculation of 5’ SS or 3’ SS ratio. And the calculation method was same as the previous study [18]. The structure of the longest transcript was used as representative gene structure. And the average SS ratio of all the introns represents the gene’s SS ratio. For metagene profiling, TPM was calculated with a 5-bp sliding window, and profiles were visualized using plotProfile in deepTools [32]. Although a strand-specific RNA-seq library was generated with commercial kit from NEB (E7760), it is worth noting that for the Arabidopsis genome, antisense transcription is quite rare. Hence for make metagene profiling, any reads that belongs to antisense transcription for genes across the genome were kept. The stand-specific profile (with antisense transcription filtered out) looks similar to non- strand-specific profile (data not shown). The detailed pipeline of bioinformatic analysis can be find in Additional file 1.

## Supplementary Information

**Additional file 1: **Bioinformatic pipeline.

**Additional file 2: Fig. S1.** The relationship between co-transcriptional splicing (CTS) efficiency and intron order in RNAe,RNAf, RNAe+RNAf and mRNA.

## Data Availability

Bioinformatic pipeline and scripts used in this study can be downloaded from https://github.com/flzh628/cb-RNA-seq. The raw sequencing data and processed files for CB-RNA-seq data generated in this study are available in the Gene Expression Omnibus (GEO) database under accession number GSE213583.

# Supplementary material for: A simple and robust method for isolating and analyzing chromatin-bound RNAs in Arabidopsis
**Source:** Plant Methods. 2022 Dec 12;18:135. doi: 10.1186/s13007-022-00967-y
**Supplement:** Supplementary file 1 — Additional file 1: Bioinformatic pipeline.

**Bioinformatic pipeline**

1. Preparatory work. Download the scripts and necessary files from GitHub repository: https://github.com/flzh628/cb-RNA-seq. TAIR10 genome sequence and annotation files were downloaded from the Gramene website (https://ensembl.gramene.org/Arabidopsis_thaliana/Info/Index).

2. Quality control of raw data. The adapters, Ns and low-quality bases were removed from raw data using the Trimmomatic [26] package (version 0.39). And the reads shorter than 36 bp were also removed.

$ java -jar /path/to/Trimmomatic/trimmomatic-0.39.jar PE -phred33 -threads 64 Read1.fastq.gz Read2.fastq.gz Read1.paired.fq.gz Read1.unpaired.fq.gz Read2.paired.fq.gz Read2.unpaired.fq.gz ILLUMINACLIP:/path/to/Trimmomatic/adapters/TruSeq3-PE-2.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36

3. Read mapping. The clean reads were mapped to the TAIR10 genome using the HISAT2 [27] (version 2.2.0) with default parameters. The reads with more than one reported alignment were excluded. The mapped reads were sorted and indexed by SAMtools [28] (version 1.3.1).

$ hisat2 -p 64 --dta -x /path/to/TAIR10/index/TAIR10 -1 Read1.paired.fq.gz -2 Read2.paired.fq.gz -S Sample.sam

$ less Sample.sam | grep '\bNH:i:1\b' | samtools view -T /path/to/TAIR10/TAIR10.fa -h - | samtools view -bS -@ 32 - > Sample.uniq.bam

$ samtools sort -@ 32 -O bam -o Sample.sort.bam -T temp Sample.uniq.bam

$ rm Sample.uniq.bam && mv Sample.sort.bam Sample.uniq.bam

$ samtools index Sample.uniq.bam

4. Quantification of gene expression. The Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) of each gene were calculated by StringTie [29] (version 2.1.4).

$ stringtie -G TAIR10.gtf -o Sample.uniq.gtf -p 64 -e -b ballgown_out_ Sample -A Sample.uniq.gene.abundance Sample.uniq.bam

$ echo “LOC_name Sample.uniq.bam” > Sample.uniq.gene.FPKM

$ tail -n +2 Sample.uniq.gene.abundance | awk ‘{print $1”\t”$(NF-1)}’ >> Sample.uniq.gene.FPKM

5. The calculation of SS ratio. Genes with FPKM ≥ 1 were used for the calculation of 5’ SS or 3’ SS ratio. And the calculation method was same as the previous study [18]. The structure of the longest transcript was used as representative gene structure.

For one sample:

$ python IntronSpliceRatio_final.py --inputs Sample.uniq.bam --intron TAIR10.LongRNA.intron --output Sample.intron.SS-ratio --ex_chr ChrC,ChrM --geneflt Sample.uniq.gene.FPKM

For Multiple samples:

$ python IntronSpliceRatio_final.py --inputs Sample1.uniq.bam,Sample2.uniq.bam --intron TAIR10.LongRNA.intron --output Sample1_Sample2.intron.SS-ratio --ex_chr ChrC,ChrM --geneflt Sample1_Sample2.uniq.gene.FPKM

6. Downstream analyses. Downstream analyses included identifications of differentially cleaved introns, genes, and correlation analysis between SS ratio and intron number of gene. And the average SS ratio of all the introns represents the gene’s SS ratio.

$ python intron_SS_ratio_diff.py --ss_res Sample1_Sample2.intron.SS-ratio --tot_Col 10000000(# total read number of Sample1) --tot_mut 11000000(# total read number of Sample2) --names Sample1,Sample2

$ python intronSS_2_GeneLevel.py --inSS Sample1_Sample2.intron.SS-ratio --prefix Sample1_Sample2

$ python gene_SS_ratio_diff.py Sample1_Sample2.gene.SS-ratio --tot_Col 10000000(# total read number of Sample1) --tot_mut 11000000(# total read number of Sample2) --names Sample1,Sample2

$ awk ‘{print $1”\t”$7}’ Sample1_Sample2.gene.SS-ratio >Sample1.gene.SS5-ratio

$ python ssRatio_intronNum.py --pcg TAIR10.protein_coding_genes --intronNum TAIR10.LongRNA.intron_num --ratio Sample1.gene.SS5-ratio --prefix Sample1 --mark SS5

# Supplementary material for: A simple and robust method for isolating and analyzing chromatin-bound RNAs in Arabidopsis
**Source:** Plant Methods. 2022 Dec 12;18:135. doi: 10.1186/s13007-022-00967-y
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. The relationship between co-transcriptional splicing (CTS) efficiency and intron order in RNAe,RNAf, RNAe+RNAf and mRNA.

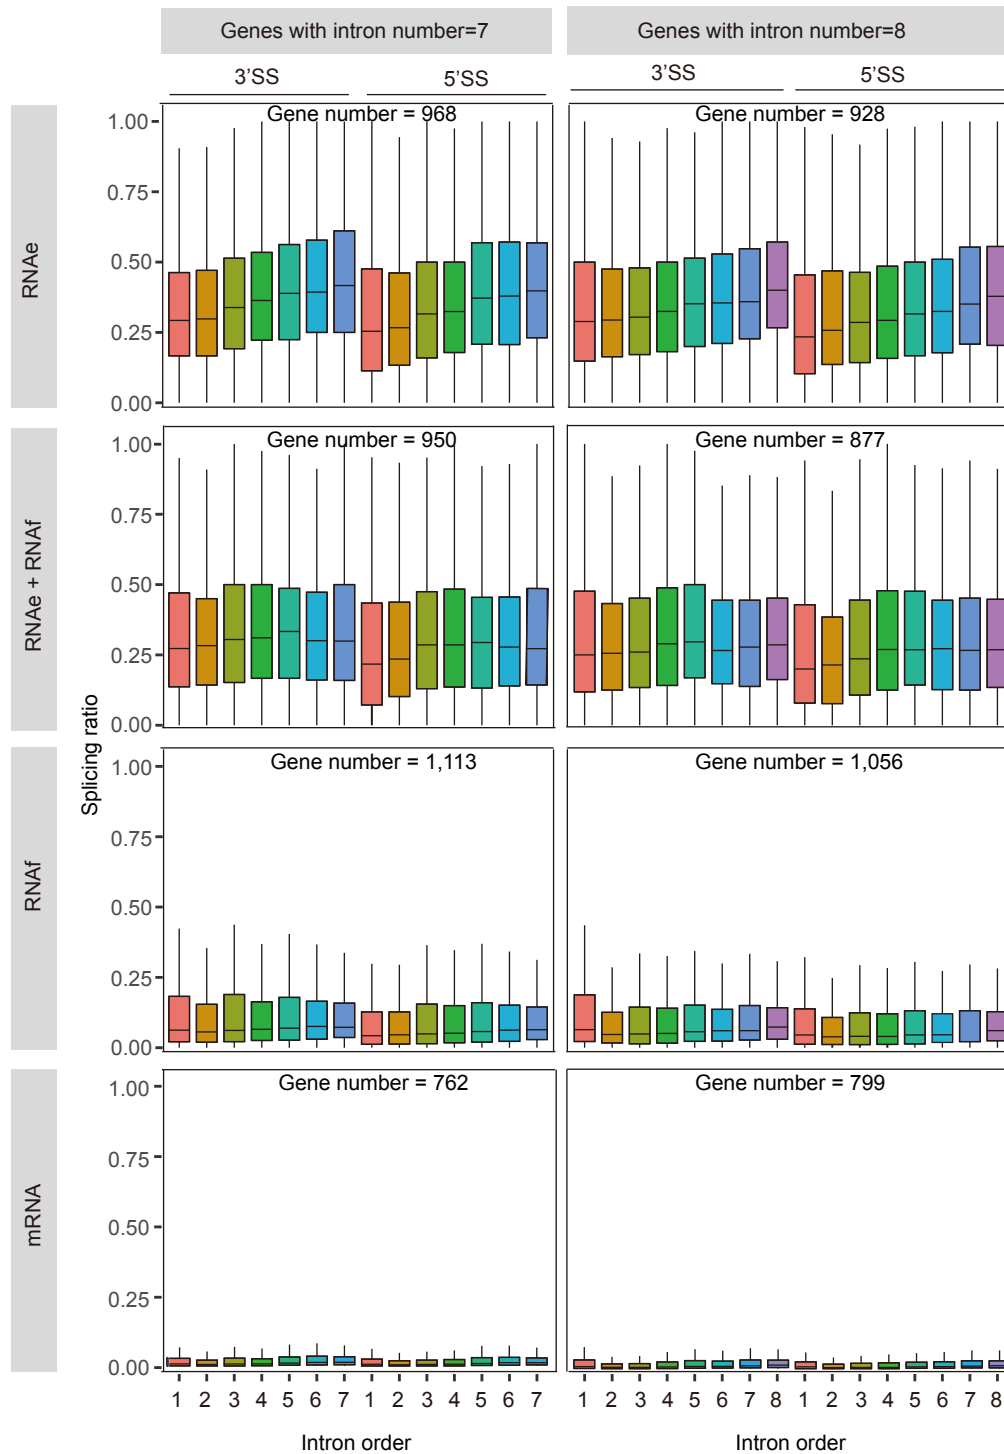

**FigureS1. The relationship between co-transcriptional splicing (CTS) efficiency and intron order in RNAe, RNAf, RNAe+RNAf and mRNA.**

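The gene length in the tables was used to select genes of 2 to 5 kb. In genes with 7 introns, the median rise of the 5ʹSS ratio from the first to the last intron was 0.113 in RNAe (95% interval 0.0816 to 0.145, 751 genes), 0.0346 in RNAe + RNAf (0.0076 to 0.0638, 744 genes), 0.0157 in RNAf (0.0086 to 0.0214, 775 genes) and 0.00295 in mRNA. The median difference of the 3ʹSS ratio was 0.112 in RNAe (0.0941 to 0.143), 0.0002 in RNAe + RNAf (-0.0295 to 0.0317), 0.0066 in RNAf (-0.0006 to 0.0192) and 0.0028 in mRNA (0.0013 to 0.0042). In genes with 8 introns, the median difference of the 5ʹSS ratio was 0.100 in RNAe (0.0619 to 0.127, 778 genes), 0.0178 in RNAe + RNAf (0 to 0.0629, 760 genes), 0.0047 in RNAf (0.0004 to 0.0098) and 0.0015 in mRNA (0.0004 to 0.0030). For the 3ʹSS ratio it was 0.0920 in RNAe (0.0570 to 0.119), 0.0062 in RNAe + RNAf (-0.0129 to 0.0294), 0.0041 in RNAf (-0.0009 to 0.0108) and 0.0015 in mRNA (0.0003 to 0.0028). The intervals of RNAe + RNAf and RNAf at the 3ʹ splice site thus include 0.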

The genes with length between 2k bp to 5k bp, containing 7 and 8 introns were selected as representatives. X-axis indicates the the intron order from 1st to 7th and 1st to 8th. The analyzed gene number was indicated at the top of each box.

How the deposited data were processed for this re-analysis (not part of the article)

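RNA from 10-day-old Col-0 seedlings was sequenced in 5 groups: CB-RNA (2 libraries), RNAe (2), RNAe + RNAf (2), RNAf (2) and mRNA (3). The authors trimmed the reads with Trimmomatic, mapped them to TAIR10 with HISAT2, excluded reads with more than one alignment, calculated the FPKM of each gene with StringTie and used genes above an FPKM minimum. For the introns of the longest transcript of each gene, the authors' deposited tables give the exonic and intronic reads beside each splice site and their ratio. No FPKM values were used here. The tables state neither the width of the windows nor how the replicates were joined. Each table holds one set of values per group, which was treated as pooled. The design allowed for a column per replicate. Because the values are pooled, no test across replicates, no standard deviation and no analysis with a replicate left out could be made.

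The 5 tables list the same 121244 introns in the same order. A gene was either counted at all its introns or at none. The largest deviation of a ratio from intronic over exonic reads was 5e-05. Of the introns listed, 74 have a start after their end and were kept. The coordinates are those of TAIR10 as the authors give them. The RefSeq copy of the genome was compared with them: 98.7% of the introns begin with GT and end with AG there, so that reference was used to read the ends of introns. Median ratios were similar on both strands: the CB-RNA 5ʹSS median was 0.282 on the plus and 0.286 on the minus strand.

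The ratios were used as deposited for introns with at least 1 exonic read. Medians, differences of medians and the share of introns that were higher were computed for 7 pairs of groups. For intron order, the last minus the first intron was taken within genes with 9 introns, and with 7 or 8 introns in genes of 2 to 5 kb. For intron number, Spearman's rho was computed across genes with 1 to 10 introns. Log2 ratios of reads used a pseudocount of 1. Intervals are 95% intervals from 1000 resamplings of genes with a fixed seed. Fisher's exact test was run on each intron with at least 10 exonic reads in RNAf and mRNA, two-sided, with Benjamini-Hochberg adjustment at 0.05. It compares pooled libraries and covers counting error only. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

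The statistics were tested on simulated data. With the ratio of 200 of 95204 introns changed 3-fold, the Fisher test recovered 55.5% of the changed introns and called 0.00316% of the unchanged ones. The changed introns were drawn from those above a minimum ratio with at least 50 exonic reads in both groups. Recovery over all tested introns may therefore be lower. A simulated rise of 0.1 in 701 genes with 9 introns was returned as 0.0844, and no rise as -0.00148. For intron number, simulated ratios with no relation to it gave a rho of 0.140 over 13152 genes, not 0. The simulation drew the introns of a gene independently. The shuffled values printed beside the observed rho show this shift in the real data, with any likeness between introns of a gene removed.

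The named introns and genes are those the paper names, and, of the introns past the threshold between RNAf and mRNA, for each site and direction the 3 with the most exonic reads in the smaller library among those with the largest differences. The alternatives were a minimum of 10 exonic reads, introns or genes common to the groups, means of ratios up to 1, summed reads, other gene lengths and intron numbers, protein-coding genes, a pseudocount of 0.1, and stricter thresholds of the Fisher test. Depth limits single introns most in RNAe + RNAf, where 83.8% of introns with a 5ʹSS ratio had at least 10 exonic reads, against 99.6% in mRNA. The gene-specific PCR of the paper was not analysed here.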

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

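The comparison by distance was chosen after the pile-up of RNAf reads was seen. Matching on exonic reads was also chosen later, and the other tests of the minor-spliceosome motif were set before its values were computed.

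The exonic reads of RNAf rose towards the 3ʹ end of genes far more than those of mRNA, although both were selected by their poly(A) tail. The median log2 ratio of last over first intron was 1.45 in RNAf and 0.38 in mRNA. The paper does not report the distribution of RNAf reads along genes. A candidate explanation is that RNA fragments were captured by their poly(A) tail. In that case the excess should grow with the distance between the introns. With genes divided into 5 groups of nearly equal size by distance, from the nearest (median 569 bp) to the farthest (3879 bp), the median rose from 0.86 to 2.42 in RNAf and from 0.15 to 0.72 in mRNA, so the increase was larger in RNAf by 0.99 (95% interval 0.95 to 1.03, 11257 genes). Fragmentation before capture would give these values, but so would any other steady rise towards the 3ʹ end that is steeper in RNAf. The comparison by distance therefore cannot favour fragmentation over another cause. Where in the procedure fragmentation would occur was not tested. Because of the pile-up, first introns in RNAf rest on fewer reads than last introns. No biological explanation was tested.

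Introns that begin with the 5ʹ motif of the minor spliceosome (A or G followed by TATCCT), which the paper does not discuss, had high SS ratios. The tables list 328 such introns in 307 genes. Their median 5ʹSS ratio in CB-RNA was 0.407 over 312 introns, against 0.272 in lists of other introns matched on intron number, position and length (95% of lists between 0.24 and 0.308), and 100% of the 10000 lists lay below. In RNAf the medians were 0.215 and 0.0387, and in mRNA 0.0383 and 0.0054. Lower read depth as the cause is argued against. The median of exonic reads beside the 5ʹ splice site was 75.5 for these introns and 81 for the others, and with lists matched also on exonic reads the difference was 0.135, with 100% of the lists below. A minimum of 10 exonic reads, set beforehand as the test of depth, left 305 of the 312 introns and could not test it. A high ratio of all introns of these genes is also argued against, since within the same gene, the motif intron exceeded the median of the other introns by 0.139 (95% interval 0.0863 to 0.196) and was higher in 70.7% of 283 genes. Slower splicing of these introns may explain the values and remains a hypothesis. Base composition was not tested, and the libraries are pooled.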

How the results depend on the processing

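No paired analysis was possible because the tables pool the replicates of each group. For the same reason, leaving out each replicate in turn and the comparison within replicate numbers were not run. In total, 186 values were recomputed for 53 results. None reversed direction, 140 stayed within the 95% interval half-width of the value as reported (or, for counts of introns, within 1.5 times), and 46 moved beyond it. The cause of the shifts was not tested. As the intervals rest on many introns, they are narrow, and small shifts exceed them. The alternatives were set before the data were examined, except for protein-coding genes only, the removal of introns whose start lies after their end, and those named below as chosen later.

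The differences of SS ratio between groups are given at the 5ʹ and then the 3ʹ splice site. With the mean of ratios up to 1, they became 0.291 and 0.305 for CB-RNA against mRNA, 0.0387 and 0.0404 for RNAe against RNAe + RNAf, -0.188 and -0.193 for RNAf against RNAe + RNAf, 0.0840 and 0.0955 for RNAf against mRNA, and 0.0193 and 0.0159 for CB-RNA against RNAe + RNAf. With summed reads, in the same order, they were 0.29 and 0.306, 0.0310 and 0.0323, -0.185 and -0.184, 0.0982 and 0.116, and 0.0075 and 0.0054. With introns listed in all 5 groups, CB-RNA against mRNA gave 0.274 and 0.297, RNAf against mRNA 0.0372 and 0.0482, RNAf against RNAe + RNAf -0.230 at the 3ʹ splice site, and CB-RNA against RNAe + RNAf 0.0182 at the 3ʹ splice site. The difference between RNAf and mRNA was thus much larger with summed reads.

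For intron number, summing a gene's reads gave a rho at the 5ʹ splice site of -0.429 in RNAf and -0.137 in mRNA, and at the 3ʹ splice site of -0.321 in RNAe, -0.293 in RNAe + RNAf, -0.484 in RNAf and -0.133 in mRNA. A minimum of 10 exonic reads gave -0.314 in RNAe and -0.289 in RNAe + RNAf at the 3ʹ splice site. For exonic reads along genes, genes with at least 9 introns gave a median log2 ratio of last over first of -0.42 in RNAe, 1.96 in RNAf and 0.57 in mRNA. Alternatives chosen after seeing the data gave, with intronic reads added, 0.25 in CB-RNA and -0.17 in RNAe, and with sums over genes, 0.13 in CB-RNA, -0.32 in RNAe, 0.20 in RNAe + RNAf, 1.41 in RNAf and 0.33 in mRNA. Intronic over exonic reads per gene became -1.42 in CB-RNA and -5.57 in mRNA for genes with at least 50 exonic reads in both. The rise with intron order and the counts of the Fisher test changed by less than these limits. The rise in RNAe + RNAf at the 5ʹ splice site in genes with 8 introns went from 0.0178 to 0.0401 with at least 10 exonic reads. Introns lower in RNAf than in mRNA fell to 349 at the 5ʹ and 300 at the 3ʹ splice site with a ratio at least 2 times different, and introns higher in RNAf to 52613 and 58266 with at least 50 exonic reads.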

Differences from the paper's values

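The paper's median 5ʹSS ratio of mRNA is about 0.01 in Fig. 5B, read by eye, and the tables gave 0.0064. Values this close to 0 cannot be read finely from the figure. None of the alternatives set before the data were examined closed the gap: a minimum of 10 exonic reads gave 0.0064, introns listed in all 5 groups 0.0063, the mean of ratios up to 1 gave 0.0352 and summed reads 0.0217.

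The paper states that the read density of CB-RNA and of RNAe + RNAf declines from 5ʹ to 3ʹ. In the windows beside introns, the median log2 ratio of last over first intron was above 0 in both, 0.22 in CB-RNA and 0.24 in RNAe + RNAf. It was below 0 in RNAe, with -0.26. In genes over 5 kb it was -0.08 in CB-RNA and -0.01 in RNAe + RNAf, with intervals that include 0. None of the alternatives gave a median below 0 over all genes in either group.

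The paper states that the relation with intron number is absent in mature mRNA. Spearman's rho in mRNA was -0.115 at the 5ʹ and -0.114 at the 3ʹ splice site, and stayed below 0 under every alternative run for it. With introns shuffled among genes, the mean rho was not 0 but 0.281 and 0.276, so the observed values lie farther from the shuffled means than from 0. Shuffling also removes any likeness between introns of the same gene, so the shuffled means need not be the values without a relation.

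The paper states that the rise with intron order is absent in RNAf. In genes with 9 introns the rise at the 5ʹ splice site in RNAf was 0.0109 with a 95% interval of 0.0060 to 0.0186. At the 3ʹ splice site it was 0.0096, with an interval that includes 0.

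The number of RNAf genes with 9 introns is about 860 in Fig. 5C, read by eye, which is the paper's value. The tables list 836 genes with 9 introns in all and count 737 of them in RNAf, both fewer than in the figure.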

Other observations

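The tests of RNAf against mRNA by gene, of intron number by read depth in the chromatin-bound fractions, and of a uniform shift by the division of introns were set before their values were computed. The comparison of CB-RNA with RNAe + RNAf was also set beforehand. The tests of the mixture, of dilution and of intron number in mRNA were chosen after the pattern was seen, as was the use of intron order against a uniform shift. The division by mRNA ratio was set beforehand, but its reading in the middle group was chosen after the values of all 3 groups were seen.

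RNAe exceeded RNAe + RNAf in SS ratio, and the explanations for this remain unsettled. The difference between CB-RNA and RNAe + RNAf, which are the same kind of RNA prepared separately, was 0.518 of that between RNAe and RNAe + RNAf at the 5ʹ splice site (95% interval 0.466 to 0.563) and 0.450 at the 3ʹ splice site. With summed reads this share was only 0.242 and 0.167, and with the other alternatives set for both differences it was between 0.382 and 0.559. With one pooled value per group, a difference between preparations and the removal of polyadenylated RNA cannot be told apart from this value. Introns were then divided by the ratio of RNAf over that of CB-RNA. They had at least 50 exonic reads in RNAf and CB-RNA, 10 in RNAe and RNAe + RNAf, and 10 intronic reads in CB-RNA. Where RNAf reached 0.8 or more of CB-RNA, the median gap was 0.0212 at the 5ʹ splice site (0.0166 to 0.0255, 4711 introns) and 0.0250 at the 3ʹ splice site (0.0201 to 0.0290), much as in introns under 0.1 (0.0235 and 0.0247). The division was set beforehand as a test of a shift of all introns alike, and this similarity is what such a shift predicts. Dilution by RNAf as the whole cause is argued against by the 909 introns at the 5ʹ splice site with a higher ratio in RNAf than in CB-RNA by Fisher's exact test. In these, RNAe was below RNAf by a median difference of -0.153 (-0.166 to -0.143), so that dilution would not put RNAe + RNAf below RNAe, but RNAe exceeded RNAe + RNAf by 0.0111 (0.00345 to 0.0168). The excess was 0.0293 in the 470 such introns at the 3ʹ splice site (0.0165 to 0.0391). Against a uniform shift, the gap was 0.0379 in the introns between, and the rise from the first to the last of 9 introns was larger in RNAe by 0.0907. Neither explanation by itself therefore accounts for the difference.

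In genes with 9 introns, the rise with intron order was present in RNAe, while in RNAe + RNAf its intervals reached 0 at both splice sites. CB-RNA, which also kept polyadenylated RNA, had a rise of 0.0563 (0.0262 to 0.0825) at the 5ʹ and 0.0447 (0.0192 to 0.0711) at the 3ʹ splice site. In genes with 7 introns, RNAe + RNAf had a rise of 0.0346 at the 5ʹ splice site (0.0076 to 0.0638), so the absence does not hold for all genes. A candidate explanation is a mixture of RNAe with a polyadenylated component weighted to the 3ʹ end. In 688 genes with 9 introns, the exonic reads of RNAe + RNAf by intron position were fitted by a share of 0.27 of the RNAf profile added to that of RNAe (95% interval 0.243 to 0.303). Several values limit this. The SS ratios give a smaller share, 0.189 at the 5ʹ splice site (0.178 to 0.202). CB-RNA had the same share by profile, 0.273, but a share of 0.0912 by 5ʹSS ratio, and a larger rise with intron order than RNAe + RNAf (median difference 0.0332, 0.0071 to 0.0538). With the mRNA profile in place of that of RNAf the share was 0.741, and the fraction of squares explained was 0.957 against 0.973. The share is therefore not settled by these tables.

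Introns retained also in mature mRNA were examined as the whole cause of the higher ratios in RNAf than in mRNA. Introns with at least 50 exonic reads in RNAf and mRNA were divided into 3 groups by their mRNA 5ʹSS ratio. In the middle group, with mRNA ratios up to 0.0154, RNAf was higher for 88.8% of introns, and in the highest group for 89.4%. The shares at the 3ʹ splice site were 91.7% and 91.1%. In the lowest group RNAf was higher for 78.6% of introns at the 5ʹ splice site, but 70.1% of the mRNA ratios there were 0, so that RNAf could not be lower, and this group decides nothing. RNAf was already higher for 82.8% of introns with a 5ʹSS ratio in both, so a majority in the other groups was all but fixed beforehand. The division therefore shows only that the excess was not confined to introns with the highest mRNA ratios. Carry-over of elongating RNA in a single proportion per gene was not decided. The test predicted the intronic reads of RNAf from its own exonic reads, the ratio in RNAe and a single factor per gene. Of 19637 introns, 10.2% had fewer intronic reads in RNAf than 0.1 of the predicted number. The mean in simulated reads was 0.00386%. The simulation followed the same prediction, with Poisson counts and without variation between preparations. Carry-over would instead add reads in proportion to the intronic reads of RNAe, whereas the exonic reads of RNAf rise towards the 3ʹ end. The values therefore do not test it. Carry-over in proportions that differ between introns was not tested.

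The fall of the SS ratio with intron number was not explained by read depth. With genes divided into 10 groups by exonic reads per intron, rho within every group was below 0 in RNAe, RNAe + RNAf and RNAf at both splice sites, and the weakest value was -0.0681. In mRNA it was also below 0 in every group, the weakest being -0.0847. No biological explanation of the fall in mRNA was tested.

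Between CB-RNA and RNAe + RNAf, Fisher's exact test called 964 introns higher and 1115 lower of 81055 at the 5ʹ splice site. These groups are much shallower than RNAf and mRNA, so the count cannot be set against the counts between those.

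For the introns measured by gene-specific PCR in the paper, the tables gave the following with introns numbered in the longest transcript. Whether the paper numbers them in the same way was not checked. The 5ʹSS ratio in CB-RNA was 0.384 for intron 6 of AT1G17220 (95% interval 0.336 to 0.438), 0.348 for intron 1 of AT1G57820 (0.159 to 0.762, 23 exonic reads), 0.442 for intron 2 of AT2G15620 (0.302 to 0.646), 0.786 for intron 9 of AT3G28860 (0.694 to 0.890) and 0.342 for intron 5 of AT5G55220 (0.271 to 0.432). In RNAe, the intron of AT1G17220 had 0.145 (0.117 to 0.180). That of AT1G57820 had 0 intronic beside 33 exonic reads, a ratio of 0 (0 to 0.116). Those of AT2G15620, AT3G28860 and AT5G55220 had 0.592 (0.405 to 0.864), 0.801 (0.683 to 0.940) and 0.32 (0.214 to 0.478) in RNAe, with intervals that overlap those in CB-RNA. In AT1G17220 and AT1G57820 the intervals of CB-RNA and RNAe at the 5ʹ splice site did not overlap. At the 3ʹ splice site, AT1G17220 had 0.156 (0.128 to 0.191) in CB-RNA and 0.0641 (0.0470 to 0.0875) in RNAe, again without overlap. In RNAe + RNAf it had 0.137 (0.106 to 0.177) there, which overlapped CB-RNA but not RNAe. The intervals of AT1G57820 did overlap there, with 0.2 (0.0854 to 0.468) in CB-RNA and 0.0625 (0.0166 to 0.236) in RNAe. All these intervals cover counting error only. In CB-RNA, the last of 9 introns had a higher 5ʹSS ratio than the first in 58.2% of 708 genes, with a median rise of 0.0563 (95% interval 0.0262 to 0.0825). Intron 4 of AT4G12400 had a 5ʹSS ratio of 0.100 in CB-RNA and 0.833 in RNAe + RNAf. No interval was computed for these ratios, so counting error may account for their difference.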
